# Expression of microRNAs and isomiRs in the porcine endometrium: implications for gene regulation at the maternal-conceptus interface

**DOI:** 10.1186/s12864-015-2172-2

**Published:** 2015-11-06

**Authors:** Kamil Krawczynski, Stefan Bauersachs, Zaneta P. Reliszko, Alexander Graf, Monika M. Kaczmarek

**Keywords:** miRNA, isomiR, Deep sequencing, Endometrium, Implantation, Pig

## Abstract

**Background:**

Embryo implantation is a complex, synchronized process that requires establishment of a reciprocal dialogue between a receptive endometrium and developing blastocysts. Recently, microRNAs (miRNAs), known to modulate gene expression through post-transcriptional mechanisms, were implicated in regulation of early pregnancy events including maternal recognition of pregnancy and implantation. To characterize complex transcriptomic changes, expression of miRNAs in pregnant and cyclic endometria collected on days 12, 16 and 20 was analyzed using Illumina deep sequencing and analyzed with bioinformatic pipeline. Moreover, expression profiles of ten genes related to miRNA synthesis and transport such as *DROSHA*, *DGCR8*, *XPO5*, *DICER*, *TARBP2*, *TNRC6A*, and *AGO1*-*4* were determined.

**Results:**

Among genes involved in miRNA transport and synthesis *DROSHA*, *XPO5*, *DICER1*, *TARBP*, and *AGO1* expression was affected by the reproductive status. Moreover, DICER1 and AGO2 proteins were localized in luminal and glandular epithelium with immunofluorescence staining. Several hundred mature, canonical and non-canonical miRNAs were found to be expressed in the endometrial samples. Detailed analysis revealed that miRNA length variants, isomiRs, accounted for the vast majority of defined sequences. Both miRNA and isomiR of miR-140-3p were shown to affect expression of putative targets in endometrial stromal cells *in vitro*. Computational analysis of putative target genes for miRNAs differentially expressed (DE) between pregnant and cyclic animals resulted in lists of biological processes and regulatory pathways indicating their role in cellular development, cell cycle, immunological response and organismal development. Among predicted target genes for DE miRNAs, vascular endothelial growth factor (VEGF), progesterone and estradiol receptors (PGR, ESR1) and leukemia inhibitory factor (LIF) were found.

**Conclusions:**

This research revealed a repertoire of pregnancy-related miRNAs in porcine endometrium during initial stages of conceptus implantation and during the estrous cycle, and sheds light on mechanisms regulating miRNA-mediated gene expression at the maternal-conceptus interface.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2172-2) contains supplementary material, which is available to authorized users.

## Background

MicroRNAs (miRNAs) are small, non-coding regulatory RNAs that affect gene expression by partial complementary pairing with target mRNAs [1]. Transcribed from genomic DNA, pri-miRNAs containing a long hairpin are further processed in the nucleus to the pre-miRNA. Then, after maturation in the cytoplasm they can exert their function leading to translational repression and/or mRNA destabilization and degradation. These small RNAs are synthesized in a multi-step process that involves several specific proteins and enzymes [2]. First, pri-miRNAs are processed by a DROSHA/DGCR8 microprocessor complex subunit into 70–100 nt hairpin/stem-loop precursors (pre-miRNAs). Once exported from the nucleus by exportin-5 (XPO5), pre-miRNAs are cleaved by DICER1 to produce ~22 nt-long miRNA/miRNA* dimers. Final maturation of miRNAs and their proper functioning require assembly of a set of proteins/enzymes known as RISC (RNA-Induced Silencing Complex; [3]). DICER1 and its protein partners, HIV-1 transactivation response (TAR), RNA- binding protein 2 (TARBP 2), a trinucleotide repeat containing 6A (TNRC6A), and members of the Argonaute (AGO) family, are the main components of this complex. Although the generally-accepted mechanism assumes that only a guide strand is incorporated into the RISC and the opposite strand, known as miRNA* (miRNA-3p, passenger strand) is degraded, there is evidence that the latter can also be functional [4]. Finally, mature miRNAs guide Argonaute-containing complexes to target sites mainly in the 3’UTR region of the given transcript, which inhibits gene expression. Recent deep sequencing studies found that miRNAs exist as populations of variants (isomiRs) of different lengths and nucleotide composition [5, 6].

Studies in rodents [7–9] and in humans [10, 11] have demonstrated characteristic expression patterns of miRNAs in the pregnant uterus, implicating them not only in proper progression of pregnancy but also in implantation defects or spontaneous fetal loss. Chakrabarty et al. [7] showed that during the peri-implantation period in mice, expression of prostaglandin-endoperoxide synthase 2 (PTGS2), an enzyme crucial for prostaglandin (PG) synthesis, is regulated by miR-101, miR-144 and miR-199a*. Xia et al. [8] proved that activated blastocysts may influence endometrial expression of miR-320 during implantation in rats, while Wang et al. [11] provided evidence that miR-133a causes recurrent spontaneous abortion by reducing HLA-G expression in humans. Recently, Wessels et al. [12] using microarrays demonstrated differential patterns of canonical miRNA expression in the pregnant and non-pregnant uterus, as well as in normal or arrested trophoblasts on day 20 of pregnancy in pigs. Applying the same technique, Su and co-workers [13] analyzed miRNA expression in the porcine endometrium during embryo implantation (day15), placentation (day 26) and in mid-gestation (day 50), showing that some canonical miRNAs targeted the well-studied genes which are critical for placenta development in pigs.

Although a growing number of reports describe tissue- and time-specific miRNA expression in the pregnant and cyclic uterus in different species, there is still a lack of precise data about the endometrial profile of canonical and non-canonical miRNAs during the crucial periods of maternal recognition of pregnancy (days 11–12) and embryo implantation (days 13–24) in pigs. Therefore, identification of miRNAs as well as characterization of specific miRNA-mRNA interactions in the porcine endometrium is of great importance for understanding the role of these molecules in porcine reproduction. In the present study, by employing Illumina deep sequencing, we identified hundreds of miRNA sequences and their isomiRs, which by regulating their putative target genes may play a role during early pregnancy in the pig. Since generally rarer, 5’ end polymorphic isomiRs may represent a significant proportion of the population of some miRNAs we investigated *in vitro* whether 5’ isomiR of miR-140-3p with shifted seed is indeed capable of conferring differential targeting recognition and thus has different functions in the porcine luminal endometrium. Moreover, time- and reproductive status-specific changes in the expression profiles of ten synthesis/transport-related genes were evaluated in order to identify characteristic patterns of miRNA biosynthesis regulation.

## Results

### Expression of miRNA biosynthesis/transport related genes in the porcine endometrium

Expression of analyzed genes (Fig. 1a) was assessed relatively to the geometric mean of the most stable genes – *ACTB* and *PPIB* (stability value = 0.142). The mRNA expression of *DROSHA* was affected by day (*p* = 0.0002) and reproductive status (*p* < 0.0001; day x status, *p* = 0.002). The highest *DROSHA* level in the cycle was observed on D10, and then decreased slightly reaching the lowest levels on D16 (*vs.* D10, *p* < 0.001)*.* During pregnancy, mRNA level for this gene was higher on D10 and on D16 (*vs.* D12, *p* < 0.05 and *vs.* D20, *p* < 0.001). In almost all within a day comparisons expression of *DROSHA* was greater in cyclic than pregnant endometria (*p* < 0.05) except day 16 where comparable levels were observed. *DGCR8* expression was affected by day (*p* = 0.005), but not the reproductive status (day x status, *p* = 0.0002). mRNA level of this gene was the highest on D16 of pregnancy in comparison to other days (*vs.* D10, *p* < 0.05; D12, *p* < 0.001 and D20, *p* < 0.01), as well when compared to the corresponding day of the estrous cycle (*p* < 0.01). In contrast, it was maintained lower on D10 of pregnancy (*vs.* D10 of the estrous cycle, *p* < 0.001). Expression of *XPO5* was significantly different between analyzed days (*p* < 0.0001) and dependent on reproductive status (*p* < 0.0001). In cyclic animals, the highest *XPO5* mRNA level was observed on D20 (*vs.* D10, *p* < 0.05; D12 and D16, *p* < 0.001). High level of this gene was also noted on D10 when compared to D12 and D16 (*p* < 0.001). On D10 and D20, higher *XPO5* mRNA expression was noted in cyclic *vs.* pregnant animals (*p* < 0.01 and *p* < 0.001, respectively). During pregnancy *XPO5* expression was maintained at comparable levels except significant decrease on D20 (*vs.* D10, *p* < 0.05). *DICER1* expression was affected by reproductive status (*p* = 0.049) but not day (day x status, *p* = 0.047). During the estrous cycle mRNA level of this gene was maintained at similar level. However, in pregnant animals mRNA expression of *DICER1* was increased on D16 *vs.* D12 (*p* < 0.05). *TARBP2* level was affected by day (*p* < 0.0001) and reproductive status (*p* < 0.000; day x status, *p* < 0.0001). In endometria from cyclic animals expression of this gene was higher on D20 *vs.* D12 (*p* < 0.01) and *vs.* D16 (*p* < 0.001). During pregnancy, *TARBP2* expression was maintained high on D10 when compared to other days of pregnancy (*vs.* D12 and D20, *p* < 0.001; *vs.* D16, *p* < 0.05). Significantly lower expression of this gene was observed on D12 and D20 in pregnant animals *vs.* cyclic counterparts (*p* < 0.05 and *p* < 0.001, respectively). *TNRC6A* expression was affected by day (*p* < 0.0001) but not the reproductive status. In cyclic animals *TNRC6A* expression was greatest on D10 (*vs.* D16, *p* < 0.05) and subsequently decreased to reach the lowest levels on D20 (*vs.* D10, *p* < 0.001 and D12, *p* < 0.05). In pregnant animals, the lowest expression of *TNRC6A* was observed on D12 *vs.* D10 and D16 (*p* < 0.01 and *p* < 0.05, respectively), and when compared to D12 of the estrous cycle (*p* < 0.05). *AGO1* gene expression was affected by day (*p* < 0.0001) and the reproductive status (*p* < 0.0001; day x status, *p* < 0.0001). Lower *AGO1* mRNA expression observed on D16 of estrous cycle when compared to D10 (*p* < 0.01), D12 (*p* < 0.05) and D20 (*p* < 0.001). On the other hand, the highest mRNA expression of *AGO1* during estrous cycle was indicated on D20 when compared to other days (*p* < 0.001). During pregnancy, *AGO1* mRNA level was highest on D10 and gradually decreased on subsequent days (*vs.* D12 and D16, *p* < 0.05), reaching the lowest levels on D20 (*p* < 0.001). Expression of this gene was decreased on D12 and D20 of pregnancy when compared to corresponding days of the estrous cycle (*p* < 0.05 and *p* < 0.001, respectively). Expression of *AGO2* was neither affected by day nor by the reproductive status (day x status, *p* = 0.035). Highest level of this gene in cyclic animals was observed on D10 *vs.* D16 (*p* < 0.05). During pregnancy mRNA level of *AGO2* did not differ significantly. Expression of *AGO3* gene was maintained at comparable levels during the estrous cycle, while during pregnancy increased expression was observed on D16 when compared to other days (*vs.* D10, *p* < 0.05 and D12, *p* < 0.01; day x status, *p* = 0.03). Changed expression of *AGO4* on tested days (*p* = 0.0022) of the estrous cycle and pregnancy was indicated. Low expression of this gene in endometria from cyclic gilts was observed on D10, which gradually increased reaching the statistical significance on D20 (*vs.* D10, *p* < 0.05). During pregnancy, *AGO4* level was higher on D16 in comparison to other days (*vs.* D10 and D20, *p* < 0.001; D12, *p* < 0.01), and corresponding day of the estrous cycle (*p* < 0.01).

**Fig. 1:**
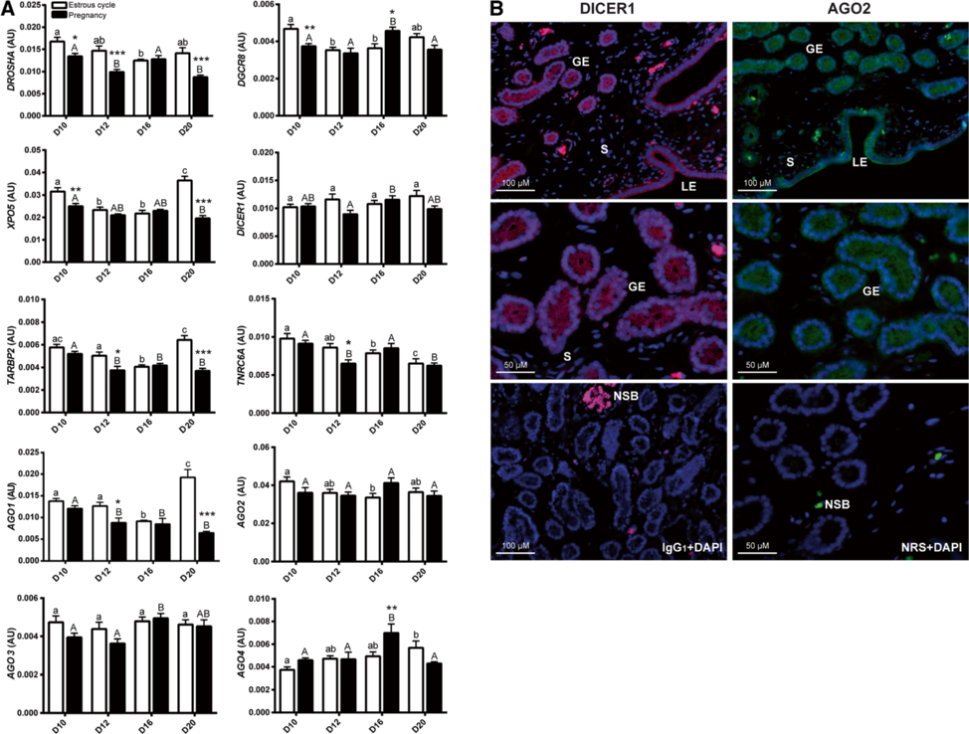
miRNA synthesis and transport related molecules are differentially expressed in the porcine endometrium. **a** Relative expression of ten genes related to miRNA synthesis/transport. Levels of *DROSHA, DGCR8, XPO5, DICER1, TARBP2, TNRC6A* and *AGO 1–4* genes are presented relatively to geometric means of *ACTB* and *PPIB*. Results are presented as boxplots with means ± SEM. Means with different superscripts differ significantly (small letters – the estrous cycle, capital letters – pregnancy). * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 indicate difference between reproductive states (estrous cycle *vs.* pregnancy) within the same day (n = 5-8 animals/group). AU – arbitrary units. **b** Microphotographs illustrating immunofluorescent staining of DICER1 (*red*) and AGO2 (*green*) proteins in the endometrial sections from D12 of pregnancy (*upper panel*) and D12 of estrous cycle (*middle panel*). Lower panel shows negative controls; staining with mouse IgG_1_ or NRS. DAPI was used for counterstaining of the nuclei (*blue*). NSB – non-specific binding (erythrocytes), GE – glandular epithelium, LE – luminal epithelium, S – stroma

### Immunolocalization of DICER1 and AGO2 in the porcine endometria

Immunostaining for DICER1 and AGO2 was detectable in the uterine sections from all days of the estrous cycle and early pregnancy examined. Specific binding of antibodies for both proteins, showed in Fig. 1b , was limited to luminal (upper panel) and glandular epithelium (middle panel). Endometrial stroma was free from staining, likewise negative controls (bottom panel).

### Overview of the sequences generated by Illumina sequencing

Average raw read counts obtained from Illumina sequencing (Additional file 1: Table S1) ranged from 6,603,153 on D16 of pregnancy up to 9,200,516 on D20 of pregnancy. For instance, for D20 of the estrous cycle, number of reads, after applying phred quality score filtering [14] (phred score >20 for each base) was reduced from 6,605,189 to 3,210,430. 

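Small RNA was sequenced from the endometrium of 16 pregnant (P) and 14 cyclic (C) animals, with 1 library per animal, on days (D) 12, 16 and 20. The groups held 5 animals (PD12), 5 (PD16), 6 (PD20), 4 (CD12), 5 (CD16) and 5 (CD20). For each library the authors deposited the reads counted on each distinct sequence, after quality filtering, adapter removal and removal of short reads and of reads with unknown bases. These counts are not aligned, annotated, normalized or filtered by abundance. A library held between 2029729 and 6402731 reads (median 3111079). Medians per group were 3344957 for PD12, 2456804 for PD16, 3325715 for PD20, 3409701 for CD12, 3081171 for CD16 and 2640551 for CD20. Each count was taken by exact match to the 873 sequences of Table S3. The sheets of this table that compare days hold all 873, the sheet for P vs C on D12 is held with 158 of its 873 sequences, and the sheets for P vs C on D16 and D20 were not used here. Normalized reads are CPM, scaled to the reads of the 873 sequences, after trimmed mean of M-values (TMM) scaling in edgeR, given as mean ± SD with n as above. Groups were compared with the quasi-likelihood F-test of edgeR, which lets the spread between animals of a group differ from sequence to sequence. Within pregnancy and within the cycle, D16 and D20 were tested jointly against D12, and D20 vs D16 and P vs C on each day were tested as single contrasts. A sequence was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change (log2FC) over 1. Standard errors (SE) of a log2FC were derived from the F statistic of its own contrast. Where every animal of a group had 3 reads or fewer, the fold is a lower bound, and the log2FC beside it depends on the prior count of 0.125 reads added before the fit. Reads without molecular identifiers are not independent molecules, so intervals on shares of reads would cover counting error only. The libraries were prepared and sequenced in multiplex pools, and the pool of each library was not used here.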

For 527,852 sequences it was not possible to find adapter sequences, which resulted in reduction of total read count to 2,682,578. Afterwards, sequences with length below 17 nt and sequences containing unknown nucleotides (ambiguous results of A, C, G or T annotation) were discarded. Remaining 2,645,026 valid sequences were collapsed, which resulted in the final number of 51,868 unique sequences. 

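Over the 30 libraries, sequences of 22 nt held between 44.3% and 58.8% of the reads (median 49.1%). Weighted by reads, the GC content lay between 39.8% and 42.7% (median 41.3%). With each distinct sequence counted once, it lay between 45.4% and 47.7% (median 46.3%). The 10 most abundant sequences held between 48.0% and 66.7% of the reads of a library (median 56.3%). Base qualities were not analysed here.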

In general, sequences obtained after pre-analysis for all libraries where characterized by length ranging from 17–31 nt with a predominant length of 22 nt, phred quality score from 23 to 40 and GC bases content per sequence around 40 % (Additional file 2: Figure S1).

### Characterization of isomiRs detected in the porcine endometrium

By aligning the valid, filtered sequences against the porcine genome (Ensembl Sscrofa10.2) [15], miRBase v. 18 [16], and nucleotide collection in NCBI BLASTn [17], 873 sequences (100 % homology) were annotated as mature miRNAs and isomiRs, found in pig or in other mammalian species (Additional file 3: Table S2). 

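Reads of the 873 sequences made up 79.1% of all 97398404 reads, with a range of 75.3% to 87.2% over the libraries. Of these sequences, 776 had reads in every library. The libraries together held 512939 distinct sequences, of which 33081 had at least 10 reads in total. A further 15.6% of the reads lay on sequences that share their first 17 bases with one of the 873. By the names in Table S3, 720 of the 873 carried a miRBase name of the pig and 153 another annotation. The 153 include sequences named by pig genes of Ensembl, such as miR-302. The 720 were divided into 144 canonical sequences, 400 isomiRs placed on a canonical sequence of the list, 88 isomiRs without one and 88 sequences that match several precursors. Of the canonical sequences, 100 had at least 1 isomiR and 44 had none. An isomiR was placed by the longest ungapped overlap with the canonical sequence of the same name, of at least 12 bases.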

Analysis aimed to characterize isomiRs were performed only for the sequences known in the pig, which could be divided into the following groups: i) canonical, mature miRNAs with isomiRs (102 and 433 sequences, respectively), ii) only mature, canonical miRNAs (26 sequences); iii) only isomiRs, without canonical form present in the dataset (96 sequences). In regard to the last group, additional step was performed and isomiRs were described based on the presence of mature, canonical miRNAs in the miRBase v. 20 (37 out of 96 sequences were analyzed). Some sequences were excluded from further isomiR characterization since it was not possible to annotate them to one canonical miRNA (Additional file 4: Figure S2). 

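The placed isomiRs of miR-10a-5p comprised 7 with changes at the 3' end only, 2 at the 5' end only and 11 at both ends. For miR-21 the same counts were 7, 3 and 7, and for miR-140-3p 4, 2 and 8. The next miRNA was miR-143-3p with 13 isomiRs (5, 3 and 5).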

Finally, 470 isomiRs known in pig were included in the subsequent analysis. miR-10a-5p (20 isomiRs), miR-21 (17) and miR-140-3p (14) showed the highest numbers of isomiRs. Interestingly, numbers of reads for some isomiRs were more abundant than for mature, canonical miRNAs (Additional file 3: Table S2, e.g. ssc-miR-30a-5p, miR-30d, and miR-99a). 

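At least 1 isomiR had more normalized reads than its canonical sequence (means over the 30 libraries) for 40 of the 100 miRNAs, and 62 of the 400 isomiRs exceeded their canonical sequence. Ratios were taken within each library from the unscaled reads and averaged on a log scale. For miR-30a-5p, the isomiR with 2 nt added at the 3' end had 7.45 times the reads of the canonical sequence (range 2.60 to 15.3, higher in 30 of 30 libraries; 13635.6 ± 5656.8 vs 1903.6 ± 988.7 normalized reads, SD). For miR-99a, the isomiR with 1 nt deleted at the 3' end had 31.2 times the canonical reads (range 8.97 to 88.2, higher in 30 of 30 libraries; 17348.9 vs 451.8 normalized reads). For miR-30d, the most abundant isomiR has 1 nt deleted at the 3' end and had 0.404 times the canonical reads (range 0.192 to 1.03; 2351.9 vs 4981.2 normalized reads). It exceeded the canonical sequence in 1 of the 30 libraries. Each of the 5 ratios tested here and for miR-191-5p and miR-140-3p gave a two-sided sign-flip permutation p of 1e-05, the smallest that 100000 resamples can return, and the same adjusted p.

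**Figure D1:**
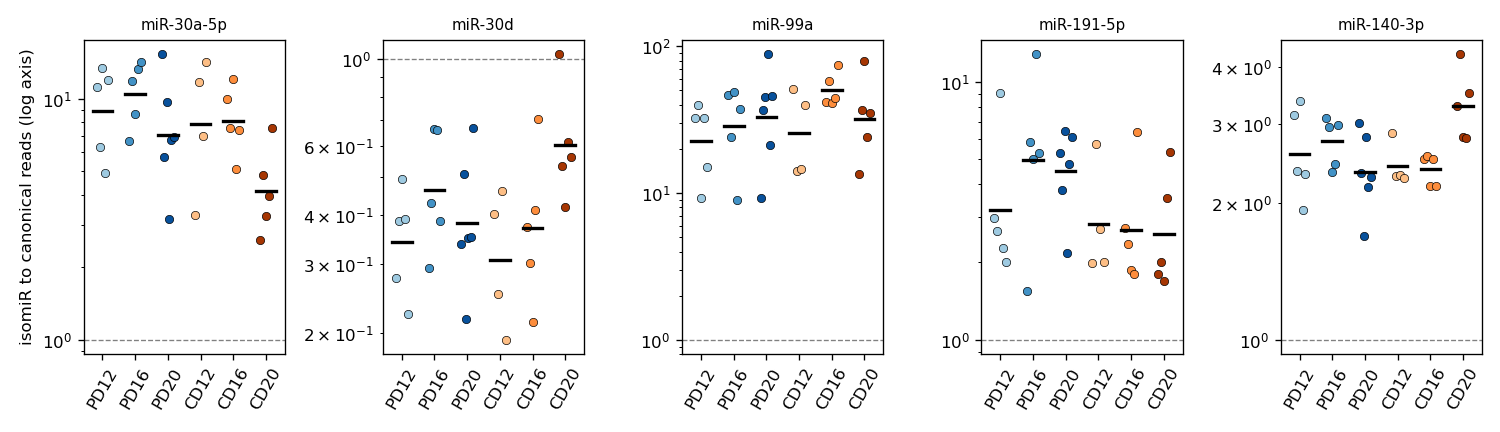
Ratio of the reads of the most abundant isomiR to the reads of the canonical sequence in each library, for 5 miRNAs. Each point is 1 animal, bars are geometric means of a group, the axis is logarithmic and the dashed line marks equal reads.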

Modifications of the length were related to additions (ADD) and deletions (DEL) of nucleotides, present at 3’ or 5’ end, or at both ends simultaneously (Fig. 2a). Modifications restricted to 3’ end accounted for 69 % of modifications (325 sequences from 470), while modifications on 5’ end and both ends accounted for 49 and 96 sequences, respectively (Fig. 2a). 

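Counted again from the placed isomiRs, 279 of 400 (69.8%, 95% Wilson interval 65.1% to 74.0%) were changed at the 3' end only. Another 42 (10.5%, 7.86% to 13.9%) were changed at the 5' end only and 79 (19.8%, 16.1% to 23.9%) at both ends. With sequences of several precursors counted with their closest canonical sequence, 70.2% of 480 were changed at the 3' end only. Weighted by reads instead of sequences, the share was 91.1%. The largest weight fell on 1 isomiR, that of miR-21 with 1 nt added at the 3' end (159750 normalized reads, the next isomiR 23802.7).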

The most frequent modification on 3’ and 5’ ends were DEL (66 and 71 %, respectively; Fig. 2a) with dominant DEL of 1 nt (44 and 80 % of deletions, respectively; Fig. 2b). 

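Of the isomiRs changed at the 3' end, alone or with the 5' end, 221 of 358 (61.7%, Wilson interval 56.6% to 66.6%) carried a DEL. At the 5' end these were 84 of 121 (69.4%, 60.7% to 76.9%). A DEL of 1 nt made up 109 of the 221 3' deletions (49.3%, 42.8% to 55.9%) and 59 of the 84 5' deletions (70.2%, 59.8% to 79.0%). Weighted by reads, 3' deletions made up 21.3% of the reads of isomiRs changed at the 3' end. Here too the miR-21 isomiR with 1 nt added at the 3' end carried the largest weight.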

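Among 137 3' additions, 84 were of 1 nt (61.3%), 4 of 4 nt (2.92%, Wilson interval 1.14% to 7.27%) and 2 of 5 nt (1.46%, 0.401% to 5.17%). Among the 3' deletions, 4 were of 5 nt (1.81%) and 1 of 6 nt (0.452%, 0.0799% to 2.52%). At the 5' end, 20 deletions were of 2 nt, 3 of 3 nt and 2 of 4 nt, and of 37 additions 34 were of 1 nt and 3 of 2 nt. All 54 sequences of miR-10a-5p, miR-21 and miR-140-3p together held 44.5% ± 7.61 (SD, n = 30) of the reads of the annotated sequences. By group this share was 46.2% ± 10.5 in PD12, 45.3% ± 8.05 in PD16, 43.4% ± 7.60 in PD20, 49.8% ± 7.01 in CD12, 39.5% ± 4.66 in CD16 and 44.3% ± 6.91 in CD20. miR-21 alone held 36.6%, miR-10a-5p 7.43% and miR-140-3p 0.542%.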

The least frequently occurring modifications on the 3’ end were: ADD of 4 nt (2.7 %) and DEL of 6 nt (0.5 %), while on the 5’ end modifications applied only to two nucleotides (Fig. 2b). miRNAs with the greatest number of modifications such as miR-10a-5p, miR-21 and miR-140-3p accounted for about 40–50 % of mean read counts for each group. Moreover, isomiR for miR-21, with ADD of cytosine on 3’ end, had the highest number of reads (averaged for all libraries) among all detected isomiRs.

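This isomiR, TAGCTTATCAGACTGATGTTGAC, had 159750 ± 55570.5 normalized reads (SD, n = 30). It ranked 2 of 873, and it was the most abundant isomiR in 30 of 30 libraries. Canonical miR-21 had 180936 ± 87465.5. The isomiR of miR-21 with 2 nt added at the 3' end followed with 23802.7 ± 14879.5.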

**Fig. 2:**
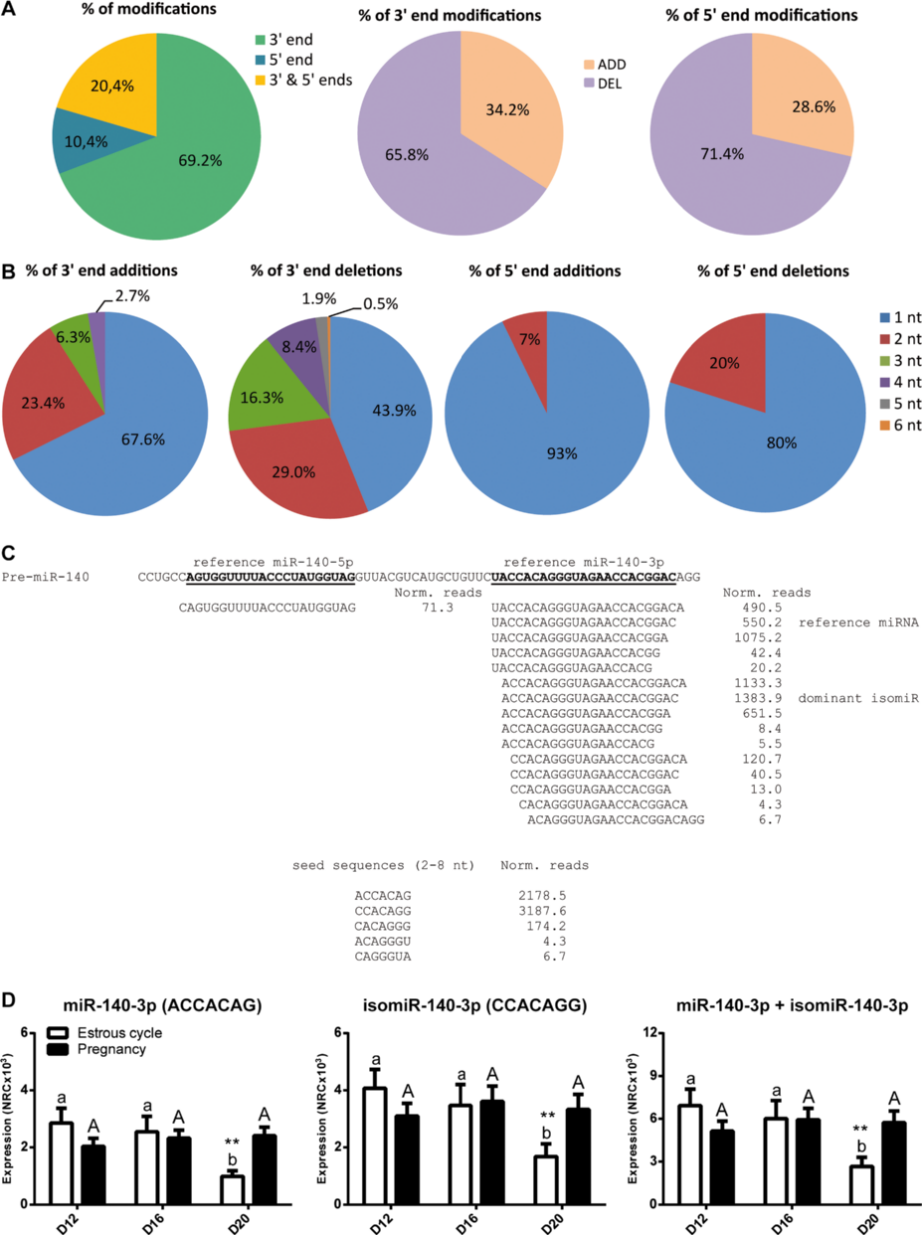
Modifications of miRNA length expressed in the porcine endometria collected on different days of the estrous cycle or pregnancy. **a** Percent of modifications affecting either 3’ end, 5’ end or both ends; **b** Percent of additions and deletions on 3’ end, and percent of additions and deletions on 5’ end. **c** Mean values of normalized read counts from all groups for reference/canonical miR-140-3p or its isomiRs and sum of normalized read counts for each seed sequence. **d** Expression of reference/canonical miR-140-3p (seed sequence ACCACAG) and its 5’ isomiR with seed sequence CCACAGG. miRNA/isomiR expression on different days of the estrous cycle and pregnancy (*n* = 4-6 animals/group) is presented as mean of normalized reads counts (NRC) ± SEM. Two-way ANOVA analysis with Bonferoni post-hoc test was performed on log-transformed values to find statistical differences. Means with different superscripts differ significantly (small letters – the estrous cycle, capital letters – pregnancy). ** *p* < 0.01, indicate difference between reproductive states (estrous cycle *vs.* pregnancy) within the same day

### DE miRNAs and isomiRs in endometrium of pregnant and cyclic pigs

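In the deposited counts, 24 of the 873 sequences were called by the edgeR quasi-likelihood F-test in at least 1 comparison between days or between P and C. Within pregnancy these were 2 on PD16 vs PD12 (1 higher and 1 lower), 7 on PD20 vs PD12 (6 and 1) and 5 on PD20 vs PD16 (5 and 0). Within the cycle these were 1 on CD16 vs CD12, 4 on CD20 vs CD12 and 4 on CD20 vs CD16, all higher on the later day. At an unadjusted p under 0.05 there were 163 sequences in the joint test of pregnancy and 209 in that of the cycle, and 124 on PD20 vs PD16 and 185 on CD20 vs CD16. Tested as single contrasts, PD16 vs PD12 gave 0 calls (89 sequences at an unadjusted p under 0.05), PD20 vs PD12 25, CD16 vs CD12 0 (149) and CD20 vs CD12 3. The choice of test moved this number most: DESeq2 called 238 sequences and the likelihood ratio test of edgeR, the statistic listed in Table S3, 213, and each included all 24. The separate fits mattered as well: the F-test in 1 fit of all 30 libraries called 170, with 23 of the 24 among them. Scaling to all deposited reads instead of TMM shifted the median log2FC of CD20 vs CD12 by 0.39, and 14 of the 24 sequences were kept. Leaving out single libraries moved the pregnancy counts from 0 (without PD12 replicate 5, with 124 sequences at an unadjusted p under 0.05) to 15 (without PD12 replicate 3) on PD16 vs PD12. On PD20 vs PD12 they ran from 2 (without PD20 replicate 2) to 21 (without PD12 replicate 3), and on PD20 vs PD16 from 1 (without PD16 replicate 2) to 9 (without PD16 replicate 1).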

Normalization and statistical analysis performed with EdgeR [18] indicated that from 873 sequences, 223 were differentially expressed between all days of the estrous cycle (C) and pregnancy (P; Additional file 5: Table S3). 

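The 24 sequences gave 36 calls, of which 7 compared a group in which every animal had 3 reads or fewer. Without these 7, the log2FC of the calls lay between −3.00 and 3.64, and the median size over all calls was 2.37. By the likelihood ratio test there were 373 calls. On CD20 vs CD12, mir-212 TAACAGTCTCCAGTCACGGCCA rose from 0.321 ± 0.247 to 7.49 ± 4.69 normalized reads, at least 5.90-fold (log2FC 4.42, SE 0.907, quasi-likelihood F-test adjusted p 0.0392), and it was the only call on CD16 vs CD12 (log2FC 2.31, SE 0.964, at least 1.15-fold). That call rests on the joint test of CD16 and CD20: as a single contrast of CD16 vs CD12 its F-test adjusted p was 0.247, and 3 of 5 animals lay above all of CD12. Without CD16 replicate 1 its mean on CD16 was 0.957 ± 0.875 (log2FC 1.57), which leaves no fold above the limit set by 3 reads. Its shorter form TAACAGTCTCCAGTCACGGCC rose from 1.26 ± 0.570 on CD12 and 1.71 ± 1.42 on CD16 to 14.5 ± 4.18 on CD20. The log2FC of this form was 3.46 (SE 0.674, F-test adjusted p 0.00957) vs CD12 and 2.89 (SE 0.586, adjusted p 0.0251) vs CD16. miR-17-5p rose from 23.4 ± 2.52 (CD12) and 22.9 ± 8.35 (CD16) to 120.2 ± 86.2 on CD20 (log2FC 2.36, SE 0.514, F-test adjusted p 0.0120, and 2.32, SE 0.472, adjusted p 0.0251). The other calls of these comparisons were miR-146a-5p on CD20 vs CD12 (log2FC 1.25) and CD20 vs CD16 (1.88) and cgr-miR-106b-5p on CD20 vs CD16 (3.64), which were chosen for naming after their values were seen. The call of miR-146a-5p on CD20 vs CD12 also rests on the joint test, with an F-test adjusted p of 0.180 as a single contrast. cgr-miR-106b-5p had 65.2 ± 91.7 normalized reads on CD20, with up to 595 reads in 1 library, and 4.90 ± 1.28 on CD16, with overlap of the groups. The groups did not overlap for any of the mir-212 and miR-17-5p differences on CD20. With 1 library left out, the longer mir-212 form was called on CD20 vs CD12 in 6 of 9 fits and the shorter form in 8 of 9 (not without CD20 replicate 2, log2FC 3.31) and on CD20 vs CD16 in 5 of 10, and miR-17-5p on CD20 vs CD16 in 4 of 10. With the replicate number as a block, 0 sequences were called on CD20 vs CD12 and 0 on CD20 vs CD16. Normalized reads of the groups did not overlap for 4 of 4 calls on CD20 vs CD12 and for 3 of 4 on CD20 vs CD16. For sequences not selected by a test chance gives 1.59% and 0.794%, which is no reference for called sequences, since a test of the groups selected them. Leaving out single libraries moved the counts from 0 (without CD12 replicate 2, 175 sequences at an unadjusted p under 0.05) to 8 (without CD16 replicate 3) on CD16 vs CD12. On CD20 vs CD12 they ran from 0 (without CD20 replicate 2, 166 sequences at an unadjusted p under 0.05) to 10 (without CD12 replicate 1), and on CD20 vs CD16 from 0 (without CD16 replicate 1, 147 sequences) to 36 (without CD20 replicate 3).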

Log2-transformed fold change values ranged from −4.87 up to 8.5. The highest number of DE miRNAs was found between PD20 and CD20. 

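On PD20 vs CD20, 13 sequences were called (6 higher and 7 lower on PD20), with 249 at an unadjusted p under 0.05. Scaling to all deposited reads called 16 (2 higher and 14 lower), shared 9 of the 13 and shifted the median log2FC by −0.23. The count was 5 without PD20 replicate 5, 59 without CD20 replicate 5, 104 without CD20 replicate 4 and 116 (48 higher and 68 lower) without PD20 replicate 4. For 10 of the 13, no animal of PD20 overlapped an animal of CD20 (chance gives 0.433% of sequences not selected by a test, and these 13 were selected for their difference). miR-205 (TCCTTCATTCCACCGGAGTCTG) fell from 13.2 ± 5.78 to 0.467 ± 0.696 normalized reads, at least 11.0-fold (log2FC −4.86, SE 0.680, quasi-likelihood F-test adjusted p 0.00159). Its isomiR with 1 nt deleted at the 3' end fell from 9.90 ± 3.21 to 1.22 ± 0.685 (log2FC −2.96, SE 0.454, F-test adjusted p 0.00248). GGGGATGTAGCTCAGTGGT (ENSSSCG00000026388) rose from 0.816 ± 0.285 to 33.2 ± 46.6, at least 24.8-fold (log2FC 5.29, SE 0.895, F-test adjusted p 0.00535). miR-302 (TAAACGTGGATGTACTTGCTTT, ENSSSCG00000026728) rose from 0.247 ± 0.352 to 17.8 ± 18.2, at least 13.3-fold (log2FC 5.86, SE 1.05, F-test adjusted p 0.00775). miR-30a-3p DEL C (CTTTCAGTCGGATGTTTGCAG) rose from 89.7 ± 21.0 to 277.8 ± 138 (log2FC 1.66, SE 0.375, F-test adjusted p 0.0368). Without PD20 replicate 6, which had 126.3 normalized reads of GGGGATGTAGCTCAGTGGT (the other animals 4.70 to 31.2), its mean on PD20 was 14.6 ± 10.4, at least 10.9-fold higher (log2FC 4.13). The groups did not overlap for any of these 5 sequences. With 1 library left out, the first 4 were called in each of the 11 fits and miR-30a-3p DEL C in 4 of 11. miR-30a-3p DEL C was also not called with all deposited reads as library size (log2FC 1.40) or only sequences of at least 10 CPM (1.59). The same held with all deposited sequences tested (1.55) and with the replicate number as a block (1.61).

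**Figure D2:**
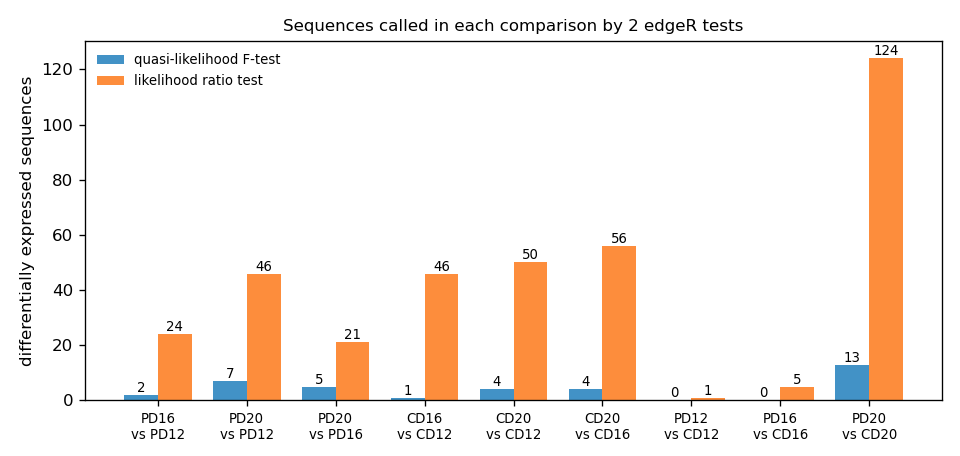
Number of the 873 sequences called in each comparison by the quasi-likelihood F-test and by the likelihood ratio test of edgeR, at an adjusted p under 0.05 and an absolute log2FC over 1.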

Surprisingly no miRNA reached the significant FDR level for comparison between the estrous cycle and pregnancy on D12.

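On D12, 0 sequences were called between P and C and 53 had an unadjusted p under 0.05. With the likelihood ratio test 1 sequence was called, and with any 1 library left out the F-test called 0. On D16 the F-test called 0 sequences and 95 had an unadjusted p under 0.05, and it called 36 (7 higher and 29 lower) without PD16 replicate 1. The likelihood ratio test called 5 sequences on D16 and DESeq2 7. The difference between days was tested itself, as the interaction of status and day in 1 fit of all libraries by the F-test of edgeR. The difference between P and C on D20 departed from that on D12 for 1 sequence, miR-205 (log2 −5.75, SE 1.07, adjusted p 0.00616), with 143 at an unadjusted p under 0.05. It departed from that on D16 for 21 sequences (8 higher and 13 lower on D20, log2 −3.55 to 3.91), with 167 at an unadjusted p under 0.05. The number 21 rests on single libraries. It fell to 0 without PD16 replicate 5, CD16 replicate 5, CD20 replicate 1 or CD20 replicate 2, and rose to 34 without PD20 replicate 4. Between D16 and D12 the difference between P and C departed for 0 sequences, with 71 at an unadjusted p under 0.05.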

Furthermore, for some sequences only isomiRs or mature forms were differentially expressed, but for others both miRNAs and isomiRs showed altered patterns of expression. For instance, miR-182 was represented in our dataset by canonical miRNA and 9 template 3’ isomiRs of which only 5 showed significantly changed expression in pregnant *vs.* cyclic animals (Additional file 5: Table S3). 

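Of the 100 miRNAs with a canonical sequence and isomiRs in the list, 3 had only the canonical sequence called in some comparison, 7 only isomiRs, 1 both and 89 neither. The 3 were miR-27a, miR-92b-3p and miR-146a-5p, and the miRNA with both was miR-205. With the likelihood ratio test the same counts were 7, 28, 18 and 47.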

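Canonical miR-182 had 3064 ± 1605 normalized reads on PD20 and 1901 ± 564 on CD20 (log2FC 0.72, SE 0.410, quasi-likelihood F-test adjusted p 0.241). Of its 9 isomiRs, all changed at the 3' end only, 0 were called on PD20 vs CD20 and 5 had an unadjusted p under 0.05. Their log2FC lay between −0.18 and 2.14, and the smallest F-test adjusted p was 0.0603. The largest change was that of the isomiR with 4 nt deleted at the 3' end (381.8 ± 495 vs 88.3 ± 16.2), and it rests on PD20 replicate 3, with 1386.4 reads where the other animals had 101.2 to 233.6: without it the mean was 180.9 ± 57.7 and the log2FC 1.06 instead of 2.14. DESeq2 called 4 of the 9 and the likelihood ratio test 3.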

Among miRNAs showing the highest number of isomiRs, miR-140-3p was represented by canonical form, 4 isomiRs of 3’ end and 10 isomiRs with modified 5’ or both 5’ and 3’ ends (Fig. 2c). 

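Averaged over the 30 libraries, canonical miR-140-3p had 550.3 ± 273 normalized reads (SD). Of the 3' isomiRs, the form with 1 nt deleted had 1075 reads, the form with 1 nt added 490.5, the form with 2 nt deleted 42.4 and the form with 3 nt deleted 20.2. Of the isomiRs with a changed 5' end, the form with 1 nt deleted there had 1384 ± 639, the same form with 1 nt added at the 3' end 1133 and with 1 nt deleted at the 3' end 651.5. The form with 2 nt deleted at the 5' end and 1 nt added at the 3' end had 120.7, and the form with only the 2 nt deletion 40.5. The other 5 had between 4.27 and 13.0 reads.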

Interestingly, canonical miR-140-3p and two 3’ isomiRs showed similar expression pattern at different days of the estrous cycle or pregnancy (PD20 *vs.* CD20, CD20 *vs.* CD12 and CD16; Additional file 5: Table S3). Additionally, several miRNAs/isomiRs belonging to the same family, such as miR-23a/b or miR-148a/b also fallowed similar expression patterns (Additional file 5: Table S3; Additional file 6: Figure S3). 

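On PD20, CD20, CD12 and CD16, canonical miR-140-3p had 592.3 ± 227, 224.6 ± 157, 749.8 ± 325 and 642.0 ± 331 normalized reads. Its log2FC was 1.44 (SE 0.515, quasi-likelihood F-test adjusted p 0.0929) on PD20 vs CD20, with 5 of 6 PD20 animals above the median of CD20. On CD20 vs CD12 it was −1.75 (SE 0.559, F-test adjusted p 0.122), and on CD20 vs CD16 −1.64 (SE 0.537, adjusted p 0.0969). The isomiR with 1 nt deleted at the 3' end, TACCACAGGGTAGAACCACGGA, had 1201 ± 339, 534.3 ± 179, 1477 ± 495 and 1247 ± 501 in the same order. Its log2FC was 1.20 (SE 0.348, F-test adjusted p 0.0630), −1.48 (SE 0.410, adjusted p 0.121) and −1.35 (SE 0.392, adjusted p 0.0957), and CD20 overlapped none of the other groups. The isomiR with 1 nt added at the 3' end, TACCACAGGGTAGAACCACGGACA, had 553.5 ± 219, 171.2 ± 118, 563.6 ± 278 and 586.2 ± 392. Its log2FC was 1.73 (SE 0.523, F-test adjusted p 0.0630), −1.73 (SE 0.599, adjusted p 0.122) and −1.93 (SE 0.580, adjusted p 0.0957). None of these was called by the F-test in the main fits. All were called by the likelihood ratio test and by DESeq2. With 1 fit of all 30 libraries the canonical sequence was called in each of the 3 comparisons (log2FC 1.40, −1.74 and −1.52). For the canonical sequence the adjusted p over the likelihood ratio test, DESeq2, RLE and the replicate block lay between 0.0452 and 0.295, 0.0429 and 0.228, and 0.0399 and 0.187 in the 3 comparisons, and without PD20 replicate 4 it was called on PD20 vs CD20 (log2FC 1.61).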

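Correlations of log2 normalized reads over the 30 libraries were computed for 3 pairs of sequences, and their p are two-sided permutation values. For miR-23a and miR-23b, r was 0.70 (p 1e-05, the smallest possible) and rho 0.66 (p 0.00013), with r 0.67 without the 2 most distant libraries and r 0.67 (p 0.0002) within groups. For miR-148a and miR-148b, r was 0.66 (p 9e-05) and rho 0.45 (p 0.0136), with r 0.38 without the 2 most distant libraries and r 0.68 (p 0.00154) within groups. For miR-23b and miR-23a DEL C, r was 0.55 (p 0.00166) and rho 0.50 (p 0.00498), with r 0.58 without the 2 most distant libraries and r 0.61 (p 0.00336) within groups. Benjamini-Hochberg adjusted over the 3 pairs, the permutation p of r were 3e-05, 0.000135 and 0.00166.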

To check if miR-140-3p and its isomiRs bearing the same sequence are differentially expressed and preserve expression profile of canonical sequence a sum of normalized read counts was subjected to further statistical analysis. Interestingly, level of 3’isomiRs and canonical miR-140-3p (seed sequence ACCACAG) was higher on PD20 *vs.* CD20 (*p* < 0.01), CD20 *vs.* CD12 and *vs.* CD16 (*p* < 0.001 and *p* < 0.01, respectively; Fig. 2d). Moreover, highly expressed 5’ isomiRs (seed sequence CCACAGG) fallowed similar expression pattern that was also true for combined read counts for both seed sequences (Fig. 2d).

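The 5 miR-140-3p sequences with ACCACAG at bases 2 to 8 (the canonical sequence and 4 isomiRs) were summed in each library. The sum was 2409 ± 730.1 normalized reads on PD20, 994.2 ± 435 on CD20, 2851 ± 1044 on CD12 and 2549 ± 1202 on CD16. Differences of mean log2 sums were tested by exact two-sided permutation of the animals, with Benjamini-Hochberg adjustment over 9 tests (3 sums in 3 comparisons). On PD20 vs CD20 the difference was 1.34 (exact p 0.00866 from 462 splits, adjusted p 0.0390), and 6 of 6 PD20 animals lay above the median of CD20, 5 of them above all of CD20. CD20 was lower than CD12 (−1.58, exact p 0.00794, the smallest possible, adjusted p 0.0390), with 5 of 5 animals below all of CD12. CD20 was also lower than CD16 (−1.36, exact p 0.0159, adjusted p 0.0476), with 5 of 5 animals below the median of CD16 and 4 below all of it. With each library left out in turn, the difference on PD20 vs CD20 stayed between 1.11 and 1.54, and the adjusted p was no longer under 0.05 in 9 of the 11 fits. On CD20 vs CD12 the difference lay between −1.78 and −1.35 and the adjusted p was no longer under 0.05 in 8 of 9 fits, and on CD20 vs CD16 between −1.54 and −1.12 and in 7 of 10; fewer animals also allow fewer splits.

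**Figure D3:**
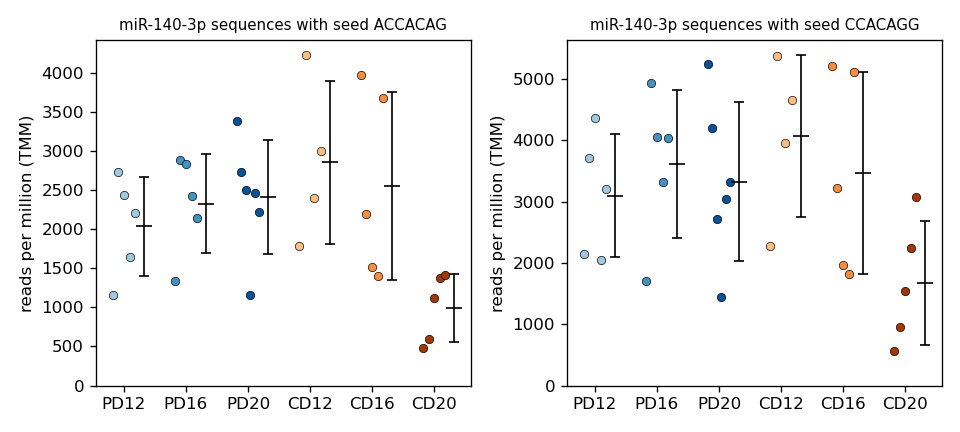
Summed normalized reads of the miR-140-3p sequences with seed ACCACAG (left) and CCACAGG (right). Each point is 1 animal, and bars are mean ± SD of a group.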

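The 5 sequences with CCACAGG summed to 3327 ± 1299.8 normalized reads on PD20, 1676 ± 1008 on CD20, 4070.4 ± 1325 on CD12 and 3467 ± 1641 on CD16. The differences were 1.13 on PD20 vs CD20 (exact two-sided p 0.0498, adjusted p 0.0625, 5 of 6 animals above the median of CD20), −1.45 on CD20 vs CD12 (p 0.0397, adjusted p 0.0595) and −1.15 on CD20 vs CD16 (p 0.0714, adjusted p 0.0714). With both seeds combined, the 10 sequences summed to 5737 ± 1999.6, 2670.0 ± 1424, 6921 ± 2326 and 6016 ± 2839 in the same order. The differences of the combined sums were 1.21 (exact two-sided p 0.0238, adjusted p 0.0536), −1.50 (p 0.0317, adjusted p 0.0571) and −1.23 (p 0.0556, adjusted p 0.0625). From the co-expression of miRNAs with their 3' isomiRs and with members of their family, the authors propose that these may reach an active level together. Activity on targets was not analysed here.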

Unsupervised hierarchical clustering (HCL) and SOTA clustering were performed using only mature/canonical porcine or mammalian miRNAs (178 miRNAs out of 873 sequences). 

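Distances of 1 minus Pearson r were taken between group means of log2 normalized reads, centred per sequence over the groups, for the 178 mature sequences of Table S4. The distance was 0.913 between PD12 and CD12 and 0.905 between PD16 and CD16, and these ranked 13 and 14 of the 15 pairs of groups. The smallest was 0.872, between PD16 and PD20.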

More similar miRNA expression pattern was observed for PD12 and CD12, as well between PD16 and CD16. The biggest distance calculated with Pearson correlation coefficient was noted between PD20 and CD20 (Fig. 3a). 

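The distance between PD20 and CD20 was 1.31 (SD 0.143 over 1000 resamplings of the animals within groups). It ranked 6 of 15, and the largest was 1.49 between PD16 and CD12. With the group labels of the animals permuted, 288 of 1000 permutations gave a PD20 to CD20 distance as large (one-sided p 0.289). This pair was the largest in 2.5% of the resamplings, and its rank lay between 3 and 8 when single libraries were left out.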

According to the SOTA, DE miRNAs were grouped into 7 different clusters (Fig. 3b; Additional file 7: Table S4). Several characteristic profiles could be observed. For example, in cluster 2 miRNAs grouped (*e.g.* miR-1), which levels were increased on PD20 and CD16, and lower on PD16 and CD12 when compared to other analyzed days. 

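The 16 miRNAs that Table S4 places in cluster 2 were averaged per library as log2 normalized reads, centred per miRNA over the groups, and the contrasts of clusters were tested by exact two-sided permutation. The clusters were formed on these same samples, so their p describe the separation and are no independent test. Cluster 2 was 0.63 (log2) higher in the 11 animals of PD20 and CD16 than in the 9 of PD16 and CD12 (exact p 1.79e-05, adjusted over 4 clusters 7.14e-05). By group the mean was 0.44 in PD20, 0.29 in CD16, 0.00 in PD12, −0.02 in PD16, −0.16 in CD20 and −0.56 in CD12, so PD16 lay beside PD12 and above CD20. All 16 miRNAs were higher in the pooled contrast, and the difference lay between 0.56 and 0.68 when single libraries were left out.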

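For the miRNAs of the fourth cluster, such as miR-23b, the mean was 0.86 higher in the 10 animals of PD16 and CD16 than in the 4 of CD12 (exact permutation p 0.000999, two-sided, adjusted p 0.00133). All of them were higher, and the difference lay between 0.73 and 0.94 when single libraries were left out.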

Cluster 4 consisted of 19 miRNAs (*e.g.* miR-23b), which expression was elevated on PD16 and CD16, and lower on CD12. 

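The cluster that holds miR-205 and miR-34a has 25 members in Table S4. Its mean differed by −0.93 between PD20 and CD20 (exact two-sided permutation p 0.00216, adjusted p 0.00216), and 0 of the 25 were higher on PD20. The difference lay between −1.01 and −0.82 when single libraries were left out, and 1 of the 25, miR-205, was called on PD20 vs CD20 by the F-test. miR-34a had 3.84 ± 2.49 normalized reads on PD20 and 9.24 ± 4.46 on CD20 (log2FC −1.22, SE 0.512, F-test adjusted p 0.131), with 6 of 6 animals below the median of CD20. It was called with 1 fit of all 30 libraries (−1.24) and not by the likelihood ratio test, DESeq2, RLE or the replicate block (adjusted p from 0.0768 by DESeq2 to 0.352) and in 0 of the 11 fits that each left out 1 library.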

Cluster 5 contained such miRNAs as miR-205 and miR-34a, showing lower levels on PD20 in comparison to CD20. For cluster 7 (54 miRNAs), expression profiles were characterized by elevated miRNA levels on CD20 when compared with all other periods analyzed. 

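The mean of cluster 7 was 0.82 higher in the 5 animals of CD20 than in the 25 others (exact permutation p 0.000681, two-sided, adjusted p 0.00133). All 54 miRNAs were higher on CD20 than in the other groups together, and 42 had their highest group mean there. The difference lay between 0.58 and 0.96 when single libraries were left out. The F-test called 3 of the 54 on PD20 vs CD20, 2 on CD20 vs CD12 and 3 on CD20 vs CD16.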

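The quasi-likelihood F-test called 4 sequences higher on PD20 in both comparisons with earlier days of pregnancy: miR-302, the isomiR of miR-146b with 3 nt added at the 3' end, and a pair of isomiRs of miR-10b with 1 nt deleted at the 3' end. The pair was chosen for naming after its values were seen. For ACCCTGTAGAACCGAATTTG of the pair, the call on PD20 vs PD12 rests on the joint test (F-test adjusted p 0.0755 as a single contrast). In 100 splits of the 30 animals into groups of the same sizes, 2 gave as many sequences called the same way in both comparisons. The likelihood ratio test called 12. miR-302 had 0 reads in every library of PD12 and PD16 (log2FC 8.50, SE 1.42, F-test adjusted p 0.00929, at least 16.7-fold, and 8.50, SE 1.50, adjusted p 0.0314, at least 12.7-fold). The isomiR of miR-146b, TGAGAACTGAATTCCATAGGCTGT, had 104.9 ± 50.6 normalized reads on PD12, 47.1 ± 13.6 on PD16 and 290.3 ± 138 on PD20. Its log2FC was 1.50 (SE 0.399, F-test adjusted p 0.00929) for PD20 vs PD12 and 2.57 (SE 0.419, adjusted p 0.00510) for PD20 vs PD16, and it was the 1 sequence called lower on PD16 than on PD12 (−1.07, SE 0.410; as a single contrast F-test adjusted p 0.421, with 3 of 5 animals below all of PD12). miR-1 (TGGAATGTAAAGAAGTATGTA) had 334.7 ± 583 normalized reads on PD20, 82.3 ± 30.8 on PD12 and 49.4 ± 12.4 on PD16. Its log2FC was 2.12 (SE 0.746, F-test adjusted p 0.0710) vs PD12, where 3 of 6 animals lay above the median of PD12, and 2.79 (SE 0.771, adjusted p 0.114) vs PD16, where 6 of 6 did. Over the likelihood ratio test, DESeq2, RLE and the replicate block the adjusted p lay between 0.00497 and 0.267 and between 0.00578 and 0.205, and the likelihood ratio test and DESeq2 called it in both comparisons. It was also called in both with 1 fit of all 30 libraries (log2FC 2.02 and 2.76). Without PD20 replicate 1 the log2FC were 0.28 and 0.94, and without PD20 replicate 4 miR-1 was called vs PD12 (2.24). With 1 library left out, miR-302 was called vs PD12 in 11 of 11 fits and vs PD16 in 5 of 11, and the isomiR of miR-146b vs PD16 in 11 of 11.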

Venn diagrams (Fig. 3c) showed thirteen common miRNAs up-regulated on PD20 in comparison to PD12 and PD16 (*e.g.* miR-1, miR-302). Moreover, ten miRNAs were found to be up-regulated (*e.g.* miR-23a DEL C) as well as down-regulated (*e.g.* miR-342) on PD20 and PD16 comparing to PD12. On the other hand, there was no miRNAs commonly expressed between all comparisons presented, and only one miRNA was found to be specifically up-regulated for comparison PD16 *vs.* PD12 (miR-23b) and PD20 *vs.* PD16 (miR-143).

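The F-test called 1 sequence higher on both PD16 and PD20 than on PD12, miR-532-5p with 3 nt deleted at the 3' end, and 0 lower on both. Of the 100 splits, 8 gave as many shared calls. The likelihood ratio test called 10 higher and 8 lower. The isomiR of miR-532-5p, CATGCCTTGAGTGTAGGAC, had 1.42 ± 1.02 normalized reads on PD12, 8.79 ± 7.03 on PD16 and 11.4 ± 5.86 on PD20 without overlap with PD12 (log2FC 2.65, SE 0.629, and 2.98, SE 0.613, joint F-test adjusted p 0.0448, and 0.129 for PD16 vs PD12 as a single contrast). Without PD16 replicate 2 its mean on PD16 was 5.68 ± 1.21 (log2FC 2.02, still called). miR-23a DEL C, ATCACATTGCCAGGGATTTC, had 17.2 ± 13.8, 42.1 ± 18.1 and 53.0 ± 23.2 (log2FC 1.34, SE 0.447, and 1.61, SE 0.436, joint F-test adjusted p 0.0988), with 5 of 5 and 6 of 6 animals above the median of PD12. miR-342 had 12.3 ± 9.97, 3.12 ± 1.38 and 4.29 ± 2.10 (log2FC −1.89, SE 0.584, and −1.44, SE 0.529, joint F-test adjusted p 0.112), with every animal of PD16 and PD20 below the median of PD12. The likelihood ratio test and DESeq2 called both miR-23a DEL C (adjusted p over the likelihood ratio test, DESeq2, RLE and the replicate block 0.0245 to 0.179) and miR-342 (0.0245 to 0.207). Without PD12 replicate 3 the F-test called both as well (log2FC 1.99 and 2.26, and −2.14 and −1.69). miR-92b-3p was called lower on PD20 alone, from 107.6 ± 43.2 to 33.1 ± 14.4 without overlap (log2FC −1.70, SE 0.352, joint F-test adjusted p 0.0448). With 1 library left out, the isomiR of miR-532-5p was called in 3 of 10 and 4 of 11 fits and miR-92b-3p in 3 of 11. Neither was called with all deposited reads as library size, with all deposited sequences tested or with the replicate block.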

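By the F-test, 0 sequences were called in the same direction in all comparisons within pregnancy, and the isomiR of miR-146b was called in all 3, lower on PD16 than on PD12 and higher on PD20 than on both. Another 0 were higher only on PD16 vs PD12 and 1 was higher only on PD20 vs PD16. This 1 was the isomiR of miR-143, TGAGATGAAGCACTGTAG, with 21.9 ± 6.72 normalized reads on PD16 and 72.4 ± 30.3 on PD20 without overlap (log2FC 1.68, SE 0.358, F-test adjusted p 0.0314). miR-23b rose from 99.4 ± 46.9 on PD12 to 234.4 ± 95.6 on PD16 (log2FC 1.26, SE 0.377, joint F-test adjusted p 0.0706), and 5 of 5 animals lay above the median of PD12. It was called by DESeq2 and the likelihood ratio test (adjusted p over the likelihood ratio test, DESeq2, RLE and the replicate block 0.00941 to 0.127), and by the F-test without PD12 replicate 3 (log2FC 1.60) or without PD16 replicate 1 (1.45). The isomiR of miR-143 was called in 4 of the 11 fits that each left out 1 library. It was not called with all deposited reads as library size or with all deposited sequences tested.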

**Fig. 3:**
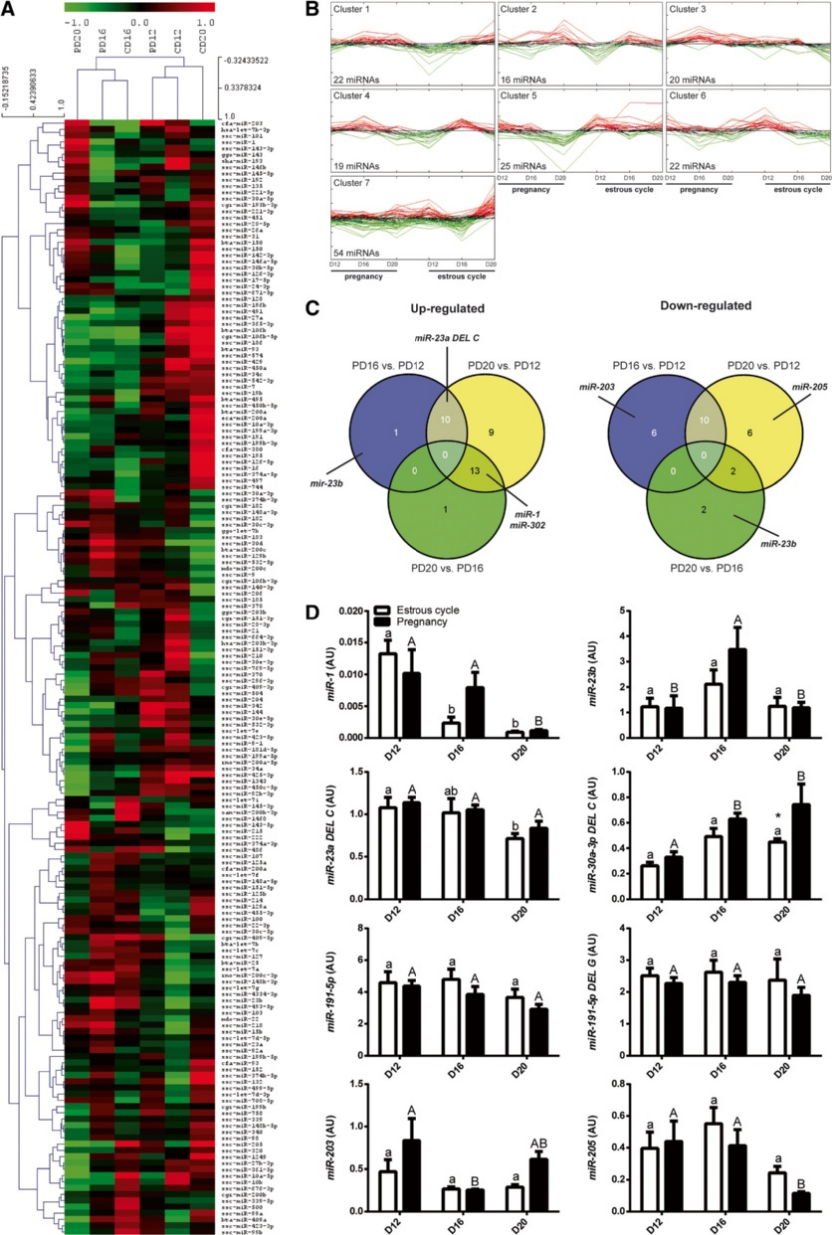
miRNAs/isomiRs showing differential expression on D12, D16 and D20 of the estrous cycle and early pregnancy. **a** Dendrogram representing results of unsupervised hierarchical clustering (HCL) created with Pearson correlation coefficient. Rows indicate single miRNAs, while columns represent different days of the estrous cycle and pregnancy. **b** Clusters generated by Self Organizing Tree Algorithm (SOTA) representing expression profiles of mature, canonical miRNAs expressed in the porcine endometrium of pregnant and cyclic pigs. **c** Venn diagrams demonstrating relations between DE miRNAs and isomiRs for selected comparisons during pregnancy. Marked up- and down-regulated miRNAs were chosen for microarray validation by real-time RT-PCR. **d** Relative expression of DE miRNAs selected for validation of Illumina sequencing, using stem-loop real-time RT-PCR. miRNA expression on different days of the estrous cycle and pregnancy (*n* = 7-9 animals/group) is presented relative to the reference let-7d-3p. Two-way ANOVA analysis with Bonferoni *post-hoc* test was performed to find statistical differences. Results are presented as boxplots with means ± SEM. Means with different superscripts differ significantly (small letters – the estrous cycle, capital letters – pregnancy). * *p* < 0.05, indicate difference between reproductive states (estrous cycle *vs.* pregnancy) within the same day. AU – arbitrary units

To confirm miRNA profiles of several DE miRNAs found in sequencing, stem-loop real-time RT-PCR was performed. miRNA expression profiles are presented relatively to the reference miRNA let-7d (stability value = 0.303) in Fig. 3d. Similar patterns as observed in sequencing data were observed for most of miRNAs. Higher levels of miR-23b were observed on PD16 *vs.* PD12 and PD20 (*p* < 0.01). miR-203 expression was elevated on PD12 when compared to PD16 (*p* < 0.05). Increased levels of miR-30a-3p isomiR (3’deletion of C) were observed on PD20 *vs.* PD12 (*p* < 0.01) and on PD20 *vs.* CD20 (*p* < 0.05). Expression pattern for miR-205 was only confirmed for analyzed days of pregnancy, with decreased levels on PD20 *vs.* PD12 and PD16 (*p* < 0.01). PCR Miner analysis failed for miR-302, since expression of this miRNA was at the detection limit of the real-time RT-PCR method. Nonetheless, when monitored in detail, expression of miR-302 was detectable exclusively in samples from PD20, as it was observed in NGS data, except two samples with very few reads from CD20. 

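In the deposited counts, the PD20 libraries held 7, 4, 11, 117, 48 and 121 reads of miR-302, in the order of their replicate numbers. The CD20 libraries held 2, 0, 0, 0 and 1, and all other libraries 0.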

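On PD20 vs CD20, miR-191-5p had 79.5 ± 76.6 and 311.3 ± 231 normalized reads (log2FC −1.97, SE 0.603, quasi-likelihood F-test adjusted p 0.0630). Its isomiR with 1 nt deleted at the 3' end had 295.6 ± 118 and 660.8 ± 334 (log2FC −1.16, SE 0.397, F-test adjusted p 0.0794). Without PD20 replicate 4 the mean of miR-191-5p on PD20 was 48.5 ± 10.7. For both, 6 of 6 PD20 animals lay below the median of CD20. Both were called by the likelihood ratio test and DESeq2 (adjusted p over the likelihood ratio test, DESeq2, RLE and the replicate block 0.0179 to 0.277 and 0.0358 to 0.351). With 1 fit of all 30 libraries both were called as well (log2FC −1.97 and −1.16). The F-test called miR-191-5p without PD20 replicate 4 (log2FC −2.68), CD20 replicate 4 (−2.23) or CD20 replicate 5 (−2.21), and the isomiR without PD20 replicate 4 (−1.38) or CD20 replicate 4 (−1.37).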

Decreased levels of canonical miR-191-5p and its isomiR - miR-191-5p DEL G (3’ deletion of G) found to be significant on PD20 *vs.* CD20 in sequencing were not confirmed by real-time RT-PCR. Using specific assays we also detected miR-1 and isomiR miR-23a-3p DEL C (3’ deletion of C), however their expression did not follow sequencing profile.

### Functional annotation and target prediction for DE miRNAs

Unfortunately, most (if not all) of the freely available tools for miRNA-mRNA interaction predictions allow input of miRNA names, but not sequences; thus cannot be used to adequate analysis of isomiRs-mRNA interactions. Therefore, for biological processes and target prediction analysis 61 DE miRNAs with human identifiers were used in Ingenuity Pathway Analysis (IPA). To expose more significant changes and processes in which DE miRNAs could be involved during the estrous cycle and pregnancy we selected PD16 *vs.* CD16, PD20 *vs.* CD20, PD16 *vs.* PD12 and PD20 *vs.* PD16 comparisons (Fig. 4a). Top enriched processes for PD16 *vs*. CD16 comparison were those associated with cellular development (*p* = 5.25E-04), cell cycle (*p* = 9.91E-04), cell morphology (*p* = 1.22E-03) and mainly miR-205-5p was involved in this actions (Additional file 8: Table S5). When compared PD20 *vs*. CD20 the top processes affected were those related to cellular development (2.58E-07 – 4.89E-02), organismal development (2.58E-07 – 4.89E-02) and inflammatory response (2.97E-07 – 4.89E-02). Several miRNAs, which were related to abovementioned actions included miR-34a-5p, miR-205-5p, miR-30c-5p, miR-17-5p. Cellular compromise (1.75E-04), cellular development (1.57E-03 – 3.03E-02), cell cycle (2.97E-03), and cell morphology (3.67E-03) were among mostly enriched processes for PD16 *vs*. PD12 comparison. For PD20 *vs*. PD16 comparison, miR-23a-3p, miR-34a-5p, miR-1 were indicated as central molecules affecting cellular development (1.47E-06 – 4.85E-02), cell cycle (2.33E-04 – 1.63E-03), cell-to-cell signaling and interaction (4.67E-04 – 2.33E-04) or embryonic development (1.17E-03 – 4.29E-02). Molecular pathways for selected comparisons were automatically generated in IPA and two examples are presented in Fig. 4b.

**Fig. 4:**
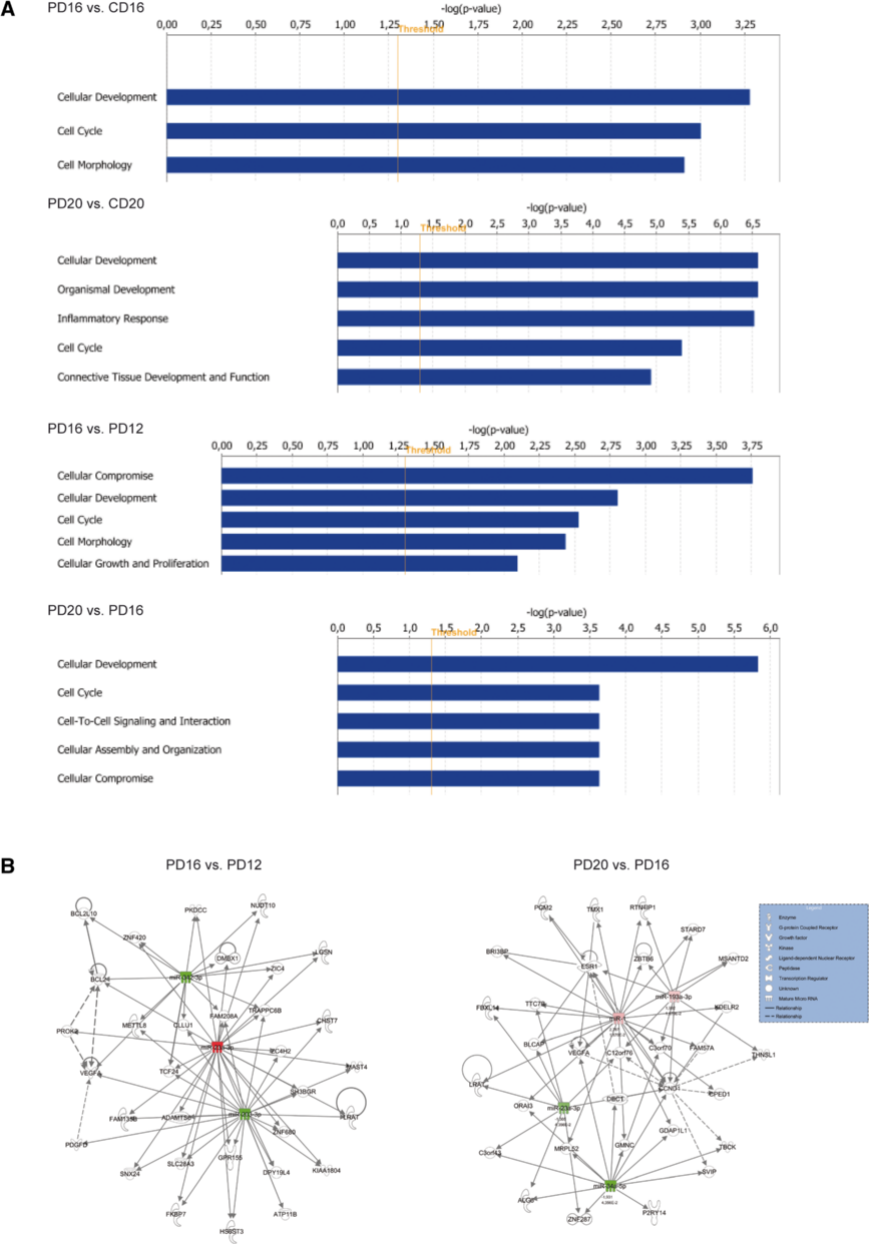
miRNAs showing differential expression in porcine endometrium classified into various functions and pathways by Ingenuity Pathway Analysis (IPA). **a** Top molecular functions enriched with DE miRNAs for PD20 *vs*. CD20, PD20 *vs*. PD16, PD16 *vs*. CD16, PD16 *vs.* PD12 and CD16 *vs*. C12 comparisons. The X-axis represents score for the likelihood [−log (Benjamin-Hochberg *p*-value < 0.05)] that genes belonging to a specific function category are affected in the specific comparisons. **b** Networks representing molecules of interest differentially regulated in selected comparisons. The network is displayed graphically as nodes (miRNAs/genes/genes products) and edges (biological relationship between nodes). The node color intensity indicates the fold-change expression of miRNAs; with red representing up-regulation and green down-regulation of miRNAs. The log2 fold change value and FDR for individual miRNAs is indicated under each node. The shapes of nodes indicate the functional class of the gene product and the lines indicate the type of interaction, explained in the legend. All connections were integrated into the computationally generated networks on the basis of the evidence stored in the IPA knowledge memory indicating relevance for these networks

Several miRNA-mRNA interactions revealed by the software indicated possible effects of miRNAs action on genes crucial in pregnancy related events (Table 1). For example, miR-23b was found to regulate progesterone (PGR) and estrogen (ESR1) receptors, interleukin 6 receptor (IL6R) and growth factors, such as fibroblast growth factor 2 (FGF2). Interestingly, vascular endothelial growth factor A (VEGFA) was found to be target for several miRNAs, including miR-1, miR-203, miR-23b and miR-205. Among genes found to be putative targets for miR-27a were LIF and its receptor (LIFR), IL6R or insulin growth factor 1 (IGF1).

**Table 1:** Selected pregnancy associated target genes for differentially expressed miRNAs in the porcine endometrium

Functional category	Target gene^a^	DE miRNAs
Prostaglandin signaling and metabolism	PTGS2	miR-758, miR-16, miR-320, let-7a, miR-199a-3p, miR-203
	PTGER2	miR-429
	PTGFR	miR-23b, miR-92b-3p, miR-205, miR-429
	PTGIS	miR-449a, miR-150, miR-200a
	PTGIR	miR-1, miR-205
Inflammatory mediators	IL6	let-7e, miR-365-3p, miR-574
	IL6R	miR-200a, miR-27a/b, miR-24-3p, miR-342, miR-23b, miR-495, let-7a, miR-17, miR-449a
	LIF	miR-106b-5p, miR-27a/b, miR-17-5p, miR-574
	LIFR	miR-1, miR-142-3p, miR-342, miR-365-3p, miR-203, miR-30d, miR-27a, miR-23b, miR-205, miR-191, miR-199a-3p
Growth factors, receptors and related proteins	IGF1	miR-1, miR-495, miR-186, miR-486, miR-23b, miR-27a, miR-380, miR-30d, miR-361-5p, miR-16, let-7a
	IGF1R	let-7a, miR-100, miR-200a, miR-186, miR-16, miR-30d, miR-96, miR-495, miR-375
	IGFBP1	miR-140-3p, miR-205, let-7a
	IGFBP3	miR-374a-5p, miR-449a, miR-1249, let-7a
	IGFBP5	miR-1, miR-24-3p, miR-146a-5p, miR-193b-3p, miR-203, miR-27a
	VEGFA	miR-342, miR-200a, miR-1, miR-1249, miR-186, miR-449a, miR-16, miR-205, miR-203, miR-150, miR-374a-5p, miR-361-5p, miR-17-5p, miR-106b, miR-23b, miR-429
	KDR	miR-16, miR-200b, miR-23b
	Flt1	miR-96, miR-142-3p, miR-200b, miR-200a, miR-374a-5p, miR-193b-3p, miR-17-5p, miR-106b
	FGF7	miR-27a, miR-186, miR-495, miR-199b-3p, miR-361-5p, miR-140, miR-16, miR-132, miR-486, miR-17, miR-429
	FGF2	miR-16, miR-23b, miR-203, miR-17
	SPRED1	miR-1, miR-96, miR-16, mniR-199a-3p, miR-132, miR-142-3p, miR-200c-3p, miR-17-5p, miR-106b, miR-449a, miR-126
Other	Wnt4	miR-16, miR-186, miR-24-3p, miR-429
	Wnt5a	miR-129b, miR-140-3p, miR-374b-5p, miR-200a, miR-92b-3p, miR-365-3p, miR-186, miR-30d, miR-23b, miR-203, miR-205, miR-574
	Wnt7a	miR-361-5p, miR-16
	CTNNB1	miR-150, miR-200a
	CDH1	miR-495, let-7a, miR-23b
	HoxA10	miR-27a, miR-374b-5p, miR-16
	ESR1	miR-1, miR-17-5p, miR-20a, miR-203, miR-129b, miR-193, miR-106b, miR-23b
	PGR	miR-342, miR-129b, miR-96, miR-23b, miR-140-3p, miR-495

^a^Target prediction for DE miRNAs was done using IPA and miRWalk, which incorporate information from several algorithms such as: miRanda, TargetScan, miRDB, RNA22, PICTAR or DIANA-microT and miRwalk. miRNA target genes identified by at least three of these algorithms were considered for analysis

Overlapping expression of miRNA and isomiRs with different seed sequence found for miR-140-3p prompt us to predict putative targets for both seed sequences using TargetScanHuman version 6.2 or TargetScanHuman custom version 5.2 [19]. Fifty four common targets for canonical and non-canonical miR-140-3p (Fig. 5a) were found to regulate processes related to cell proliferation (23 molecules, *p* = 2.52E-03), apoptosis (19 molecules, *p* = 1.38E-03), cell differentiation (18 molecules, *p* = 3.72E-04), vasculogenesis (8 molecules, *p* = 5.95E-03), angiogenesis (7 molecules, *p* = 1.64-E02) or estrous cycle (2, *p* = 1.59-E02) as indicated by IPA (Fig. 5b, Additional file 9: Table S6).

**Fig. 5:**
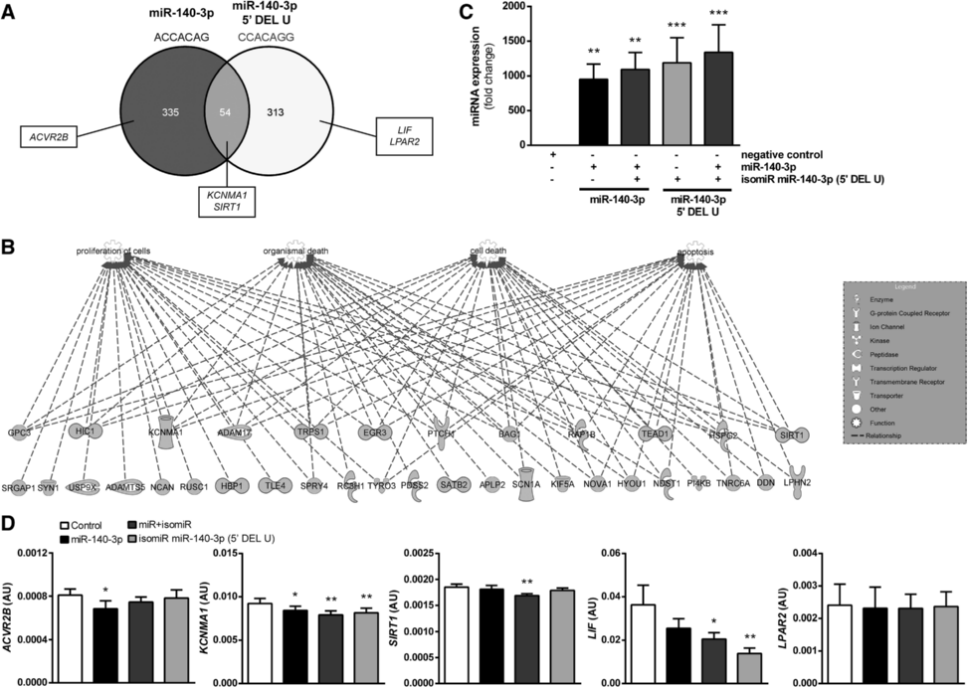
isomiRs work cooperatively with canonical miRNAs to affect putative targets gene expression in endometrial stromal cells. **a** Venn diagrams demonstrating relations between targets identified for canonical and non-canonical miR-140-3p harboring different seed sequences. **b** Top functional annotations organized into network representing common target mRNAs regulated by canonical and non-canonical miR-140-3p. The network is displayed graphically as nodes (genes/genes products) and edges (biological relationship between nodes). The shapes of nodes indicate the functional class of the gene product, explained in the legend. All connections were integrated into the computationally generated networks on the basis of the evidence stored in the IPA knowledge memory indicating relevance for these networks. **c** Fold change expression of miR-140-3p and its 5’ isomiR mimic transfected into endometrial stromal cells collected on D16 of pregnancy (*n* = 6) is compared to negative control. let-7d-3p was used as reference for miR-140-3p and isomiR miR-140-3p 5’ DEL U expression. Mimics were used at 50 nM dose when added separately or 25 nM dose each when added simultaneously. **d** Relative expression of canonical and non-canonical miR-140-3p putative target genes after mimics transfection into endometrial stromal cells from D16 of pregnancy (*n* = 4-6). Levels of *ACVR2B, KCMA1, SIRT1, LIF* and *LPAR2* genes are presented relatively to geometric means of *HPRT1* and *ACTB*. Results are shown as boxplots with means ± SEM. Asterisks indicate significant differences, in comparison to the negative control (50 nM; miRNA negative control mimic). *p < 0.05; **p < 0.01; ***p < 0.001

### Regulation of gene expression by miR-140-3p and its 5’ isomiR

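The reads of the miR-140-3p isomiR with 1 nt deleted at the 5' end were 2.60 times those of the canonical sequence on average over the libraries (range 1.69 to 4.27, higher in 30 of 30). The group means of the ratio lay between 2.34 in PD20 and 3.28 in CD20.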

Since miR-140-3p was found to be differentially expressed in our data set and read count for its 5' isomiR was about three times higher than canonical one we decided to test them further to answer the question whether sequence modifications of 5’ end of the canonical miRNA may have a significant impact on putative target gene expression in porcine endometrial cells during pregnancy. We analyzed the effect of forced overexpression of porcine miR-140-3p and its isomiR (5’ DEL U) on mRNA levels of several putative targets *in vitro*. miRWalk [20] and custom version of TargetScanHuman custom version 5.2 [19] were used to find putative targets for studied molecules, respectively. By generating Venn Diagram, we selected several genes, which were common or specific predicted targets for miRNA or isomiR (Fig. 5a).

Because TargetScanHuman and TargetScanHuman Custom consider matches to annotated human UTRs and their orthologs in other species but not in *Sus scrofa*, we also compared 3’UTRs of five selected genes using the Sscrofa 10.2 genome assembly and the BLASTn search function. At least one highly conserved site was identified for *ACVR2B*, *KCNMA1*, *SIRT1*, *LIF*, and *LPAR2* (Additional file 10: Figure S4).

Transfection of miR-140-3p and its isomiR proved to be efficient in primary porcine stromal cells (Fig. 5c). As demonstrated on Fig. 5d, expression of *ACVR2B* (target for miRNA) was decreased in cells exposed to miR-140-3p (*p* < 0.05). *KCNMA1*, predicted as a common putative target for miRNA and isomiR, was downregulated by all treatments (miR, *p* < 0.05; isomiR and miR + isomiR, *p* < 0.01). Another common target *SIRT1* was affected only when miR and isomiR were added simultaneously to the culture (*p* < 0.01). Expression of *LIF*, predicted target for 5 ’isomiR was decreased in cells transfected either with isomiR alone (*p* < 0.01) or miR-140-3p and isomiR added simultaneously (*p* < 0.05). Interestingly, expression of *LPAR2* was not affected by any treatment.

## Discussion

Endometrial receptivity acquisition, associated with altered gene expression, is essential for attachment of the conceptus and its firm adhesion to the luminal epithelium [21]. Recently, miRNAs have been recognized as substantial participants in pregnancy-associated events [7–11]. Here, we showed expression profile of genes involved in miRNA synthesis and transport and we report a repertoire of miRNAs and isomiRs identified in porcine pregnant and cyclic endometria by deep sequencing analysis. A bioinformatic pipeline was developed to analyze raw data and annotate sequences to miRNAs as well as to define *in silico* a potential role of miRNAs expressed in the porcine endometrium. *In vitro* experiments proved that isomiRs, *i.e.* miR-140-3p 5’ DEL U, are able to work cooperatively with canonical miRNAs to affect putative targets gene expression in porcine endometrial stromal cells.

Recently, we demonstrated pregnancy stage-dependent expression profiles of ten genes involved in miRNA synthesis and transport in porcine conceptuses and trophoblast [22]. Here, we expanded our investigation into expression profiles of *DROSHA*, *DGCR8*, *XPO5*, *DICER1*, *TARBP2*, *TNRC6A*, *AGO1*-*4* in the porcine endometrium across the estrous cycle and early pregnancy. It has been shown that estrogens and progesterone may regulate expression of miRNA-synthesis-related genes as well as miRNA expression [23-25]. Bhat-Nakshatri et al. [23] proposed that this regulation may occur through steroid receptor-promoter interactions, with direct binding of ESR1 to the regulatory regions of miRNAs or mRNA encoding genes containing miRNAs. Simultaneous estrogen and progesterone treatment in mice increased expression of *DROSHA, DGCR8, XPO-5* and *DICER1* [25]. It was shown that this modulation occurs through cognate steroid receptors, since treatment with the respective antagonists, ICI 182,780 and RU-486, reversed the stimulatory effect of these hormones on the expression of synthesis/transport-related genes. Characteristic, status dependent profiles of genes involved in miRNA synthesis and transport observed in the present study suggest possible steroid hormone regulations.

Pre-ovulatory follicles in pigs intensely synthesize estrogen [26], which triggers the luteinizing hormone (LH) surge and prepares the female reproductive tract for conception. Elevated *XPO5, TARBP2*, *AGO1* and *AGO4* levels around the time of ovulation coincide with increased estradiol levels in blood, whereas progesterone is maintained at a low level. On the other hand, by D16 gradually decreasing expression of *DROSHA*, *DGCR8*, *XPO5*, *TARBP2, TNRC6A* and *AGO1* may be linked to reduced production of progesterone by CL in response to the luteolytic signal of endometrial PGF2α [27]. During pregnancy, porcine embryos produce and release in a biphasic manner large amounts of estrogen around D11-D12 and again between D15 and D30 [28, 29]. Although it is likely that endometrial gene expression during pregnancy is influenced by embryonic estrogen, concepti also produce cytokines such as IFN-γ and IFN-δ [30, 31], with the highest levels found on D16 of pregnancy [30]. After progesterone priming, IFNs alone or together with estrogen may affect expression of many genes in the peri-implantation uterus [32, 33], including those involved in miRNA synthesis and transport. In the present study, levels of *DROSHA, DGCR8, TNRC6A* and *AGO4* in pregnant animals were lower on D12 and D20 compared to D16. Moreover, expression of *DROSHA, TARBP2* and *AGO1* was also lower on D12 and D20 of pregnancy in comparison to corresponding days of the estrous cycle. Although the miRNA synthesis pathway in animals and plants has been well researched over the past decade, many questions have yet to be answered, including those about involvement of particular miRNA synthesis and transport related proteins in generation of non-canonical miRNAs.

Recent studies applying deep sequencing in the pig were mainly focused on profiling miRNA expression in regard to muscle development or fat deposition [34, 35]. Since early pregnancy events not only affect embryonic development but also the fate and quality of progeny after birth [36], it is of great importance to trace the molecular pathways involved at the conceptus-maternal interface, especially in regard to miRNA-mRNA interactions. Using high-throughput sequencing technology, we were able to reveal a wide range of miRNAs and isomiRs expressed in the porcine endometrium during the estrous cycle and pregnancy. Although for a long time isomiRs were linked to sequencing errors [6], recently it has been shown that they can work cooperatively with canonical miRNAs to affect various biological processes [37]. In our analyses aimed at characterizing isomiRs, we focused only on template changes, whereas non-template [38] ones were neglected. The number of modifications for annotated miRNAs ranged from 0 up to 20, with the highest numbers of isomiRs found for miR-10a-5p (20 isomiRs), miR-21 (17) and miR-140-3 (14). Interestingly, read counts for some isomiRs were more abundant than for mature, canonical miRNAs (*e.g.*, ssc-miR-30a-5p, miR-30d and miR-99a). Modifications of length were related to ADD and DEL of 1 up to 6 nucleotides, and were present at 3’ or 5’ ends, or at both ends simultaneously. However, the majority of the variants produced resulted from differences in the 3´ terminus of the isomiR.

Stem-loop real-time RT-PCR was used to confirm miRNA profiles of several DE miRNAs and isomiRs found in sequencing. For example, isomiR of miR-191-5p with a G deletion on the 3’ end (miR-191-5p DEL G) demonstrated a similar expression profile to canonical miR-191-5p. The isomiR products can frequently be more abundant than the miRBase reference entry and in the case of miR-191-5p DEL G normalized read counts were 2–3 fold higher in comparison to canonical miR-191-5p. 

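The miR-191 isomiR with 1 nt deleted at the 3' end had 3.39 times the reads of canonical miR-191-5p on average (range 1.54 to 12.8, higher in 30 of 30 libraries). The mean ratio was 4.17 in pregnant and 2.68 in cyclic animals. Limited to the 25 libraries with at least 100 reads of both sequences it was 2.95, and the ratio of the mean normalized reads was 2.66.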

Although DEL or ADD at the 3’ terminus of miRNAs resulted in numerous length variations, the consequences of changes in the 5’ end could be more profound. This specific region bears a 6–8 nt long substring within the first 8 nt of the miRNA (usually from the 2 to 8 nt positions) that is responsible for target recognition [19]. Consequently, sequence modifications can cause a change in the seed region and affect the target repertoire of particular miRNA. On the other hand, miRNAs/5’isomiRs originating from the same transcript may share several gene targets and therefore affect their expression in more specific manner.

As demonstrated, in our *in vitro* experiment transfection of cells with either miR-140-3p or miR-140-3p 5’ DEL U isomiR or both added simultaneously significantly downregulated specific target genes as found in our *in silico* approach. However, in regard to certain targets inhibition of mRNA levels could not be observed after 24 h from transfection. This could be explained at least partially by time dependent target regulation in response to miRNA [39, 40]. Other results suggest that in the physiological conditions more complex interactions between mRNA and miRNA occurs influencing target recognition, including other context determinants outside of seed sites [41, 42]. Moreover, four types of seed-matched known to be selectively conserved [19] have following hierarchy of site efficacy: 8mer > 7mer-m8 > 7mer-A1 > 6mer [41]. Nonetheless, target prediction algorithms are still recognized as essential tools for discovery and characterization of miRNA function because experimental data is still limited. As verified by our *in vitro* experiment, available prediction tools can be useful in deciphering complex gene regulation *via* miRNA mediated mRNA inhibition, which could be crucial for events occurring during the estrous cycle and pregnancy.

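Averaged over the 30 libraries, miR-191-5p had 153.9 ± 138 normalized reads (SD, rank 172 of 873) and miR-23b 127.8 ± 97.1 (rank 191). Canonical miR-140-3p ranked 95. miR-143-3p had 61441.7 ± 57090.4 (rank 4) and let-7f 48329.5 ± 9990.7 (rank 7).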

Although in the present study read counts of several DE canonical miRNAs (e.g. miR-191-5p, miR-23b or miR-140-3p) were clearly lower than highly abundant miRNAs (*e.g.* miR-21, miR-143-3p or let-7-f) it seems likely that they still can sufficiently inhibit target genes, as miRNAs select targets in a dose-dependent manner [42]. Kozomara and co-workers [43] showed that even though cellular concentrations of some miRNAs differed by several orders of magnitude, yet induced similar repression of target mRNAs. Furthermore, many of DE miRNAs in the porcine endometria were co-expressed with their 3’ isomiRs and other members of family (*e.g.* 23a/b, 148a/b) harboring the same seed sequence. Thus, the cumulative concentrations of microRNA/isomiRs or miRNAs from the same family may reach a level of biological activity or even multiple the effects.

Functional annotation analysis provided insight into processes that might be affected by DE miRNAs. The top processes for PD20 *vs*. CD20 and PD16 *vs*. CD16 comparisons were linked to cellular development, cell cycle, inflammatory response, cell morphology or embryonic development, indicating the involvement of miRNAs in tissue remodeling and preparation of the uterus for subsequent embryo implantation and placentation. Among the molecules involved in these processes were miR-205-5p that could affect VEGF expression [44] or have an impact on the regulation of the epithelial-mesenchymal transition by targeting the E-cadherin repressors ZEB1 and ZEB2 [45, 46], and miR-34a-5p that regulates apoptosis through the SIRT1-p53 pathway [47].

Even though implantation in pigs is noninvasive, proteolytic activity of porcine embryos *in vitro* has been demonstrated [48]. Moreover, culture medium conditioned by porcine embryos exhibited proteolytic activity that operated under acidic conditions [49]. Physiological reduction of embryo invasiveness in pigs is accomplished *via* different protease inhibitors and a thick glycocalyx present on the surface of the endometrium [50, 51]. In contrast, reduced expression of anti-adhesive molecules such as mucins on the endometrial surface is also required for embryo implantation [52]. 

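miR-203 (GTGAAATGTTTAGGACCACTAG) had 531.6 ± 589 normalized reads on PD12, 116.8 ± 20.7 on PD16 and 386.8 ± 204 on PD20. The log2FC was −2.11 (SE 0.624, joint F-test adjusted p 0.143) on PD16 vs PD12, with 4 of 5 animals below the median of PD12. On PD20 vs PD16 it was 1.66 (SE 0.599, F-test adjusted p 0.243), with 6 of 6 animals above all of PD16. The likelihood ratio test and DESeq2 called the first (adjusted p over the likelihood ratio test, DESeq2, RLE and the replicate block 0.0371 to 0.334) and not the second (0.0811 to 0.337). The F-test called neither with any 1 library left out, and without PD12 replicate 5 the mean on PD12 was 316.3 ± 391 and the log2FC of PD16 vs PD12 −1.43.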

Here, we observed decreased expression of miR-203 in endometrium from D16 pregnant pigs in comparison to D12, while on D20 the level started to increase. Interestingly, miR-203 was found to inhibit invasiveness of cancer cells, reducing their migration *via* down-regulation of LIM and SH3 domain protein 1 (*LASP1*, [53]). Moreover, Bhat-Nakshatri et al. [23] demonstrated that expression of several miRNAs, including miR-203, is up-regulated in MCF-7 breast cancer cell lines after estrogen treatment. Estrogen-dependent regulation of miR-203 levels in the porcine endometrium would be speculative; however, the profile of miR-203 expression observed in the current study corresponds to the biphasic synthesis of estrogen by porcine embryos [28, 29].

Molecules synthesized by both embryos and the uterus may act locally in an autocrine, juxtacrine or paracrine manner or affect gene expression by distal tissues *via* endocrine pathways. An increasing body of evidence indicates that exosomes/microvesicles released by different cell types contain miRNAs, which provide an alternative mode of cell-to-cell communication [54]. Our recent study demonstrated that miR-125b, highly expressed in porcine conceptuses, can also be found in extracellular vesicles isolated from uterine flushings and is likely to regulate gene expression in endometrial epithelial cells [22]. A recent study by Zhu et al. [55] demonstrated that miR-23b by targeting TGFβ-activated kinase 1/MAP3K7 binding protein 2 (TAB2), TAB3 and an inhibitor of NF-κB kinase subunit α (IKK-α), suppresses activation of nuclear factor κ-B (NF-κB) and inflammatory cytokine expression induced by IL17, tumor necrosis factor α (TNFα) or IL1β. Interestingly, rapid embryonic growth between D11-D12 in pigs is associated with increased IL1β synthesis, while on subsequent days its expression decreases and uterine IL1β content declines on D15, reaching a nadir by D18 of pregnancy [56]. This cytokine not only stimulates embryonic growth or cell adhesion but also increases the activity of phospholipase A2 [57], which is responsible for release of arachidonic acid from cell membranes, used for prostaglandin synthesis. Interestingly, lower levels of miR-23b were observed on D12 in comparison to D16 in pregnant endometrium.

Although pigs exhibit true epitheliochorial placentation that is distinct from that observed in humans or rodents [58], blood vessel formation is equally imperative in all mammals to create a proper environment for exchange of nutrients, gases and metabolites between conceptuses and the endometrium. This process is tightly controlled by angiogenic factors, among which the most prominent is VEGF [59]. In the present study, an altered expression profile of miR-205 was observed during pregnancy, with decreased levels on D20. In the porcine endometrium, increased VEGF expression was observed during pregnancy on D16 and D20 [60], concomitant with intense blood vessel formation in the newly forming placenta [61]. Wu et al. [44] have already shown that miR-205 may directly affect expression of VEGF, through recognition of its 3’UTR region. Under physiological conditions, angiogenesis is strictly regulated *via* actions of pro- and anti-angiogenic factors [62] and a balance in their expression levels must be maintained for proper development of blood vessels in many tissues, including the endometrium.

Recently, two independent studies in pigs [12, 13] demonstrated miRNA expression in the porcine endometrium and implicated it in the regulation of embryo implantation or fetal loss. Nonetheless, we emphasize that our approach provided new knowledge about miRNA expression in the porcine endometrium, since deep sequencing analysis revealed a large repertoire of miRNAs and isomiRs during the estrous cycle and early pregnancy. Wessels at al. [12] showed that levels of 13 miRNAs were increased and 16 decreased in non-pregnant (cyclic endometria collected at mid-estrus) *vs.* day 20 healthy endometria. Some of the identified miRNAs, miR-27a, miR-30d, miR-205 and miR-574, were also present in our dataset with similar expression profiles. 

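On PD20 vs CD20, miR-27a had 97.9 ± 60.0 and 608.7 ± 507 normalized reads (log2FC −2.63, SE 0.550, quasi-likelihood F-test adjusted p 0.0262), with 5 of 6 animals below all of CD20. miR-30d had 5167 ± 2003 and 1863 ± 1100 (log2FC 1.50, SE 0.457, F-test adjusted p 0.0630), with 6 of 6 animals above the median of CD20. miR-574 had 46.6 ± 12.5 and 169.0 ± 183 (log2FC −1.86, SE 0.590, F-test adjusted p 0.0665), with 5 of 6 animals below the median of CD20. miR-30d and miR-574 were called by the likelihood ratio test and DESeq2 (adjusted p over the likelihood ratio test, DESeq2, RLE and the replicate block 0.0166 to 0.254 and 0.0218 to 0.384). With 1 fit of all 30 libraries both were called as well (log2FC 1.47 and −1.86). The F-test called miR-30d without PD20 replicate 4 (log2FC 1.63) or CD20 replicate 5 (1.79), miR-574 without CD20 replicate 4 (−2.13) or CD20 replicate 5 (−2.07), and miR-27a in 6 of the 11 fits that each left out 1 library. Without CD20 replicate 1 the log2FC of miR-574 was −1.03. With the replicate block miR-27a was not called (−2.50).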

Su et al. [13] analyzed miRNA expression in endometrial samples but unfortunately they were collected on days 15, 26 and 50 of pregnancy, which precludes comparison with our dataset.

## Conclusions

A comprehensive catalog of transcriptome changes related to miRNA synthesis occurring during the time of maternal recognition of pregnancy and conceptus attachment in pigs was revealed. Bioinformatic analysis showed that microRNAs via affecting number of pathways and specific processes such those related to cell-to-cell communication, cellular development, cell growth and proliferation might be involved in early pregnancy events, *e.g.* embryo implantation and placentation. Moreover our *in vitro* approach proved that isomiRs can be as much important factors regulating gene expression as canonical miRNAs in porcine endometrial cells during pregnancy. Nevertheless, many questions remained unanswered, including why such a big repertoire of isomiRs exist in the porcine endometrium, how genes related to miRNA synthesis could be responsible for generation of such a diversity in these small non-coding RNAs, how changes in miRNA/isomiR content may affect female fertility? Regardless of whether regulation of embryo-maternal interactions *via* miRNA/isomiR action is crucial or unique mechanism during early pregnancy, identification of miRNAs and their modified counterparts in conjunction with indication of their possible role can advance our understanding of the mechanism underlying maternal recognition of pregnancy and embryo implantation in mammals.

## Methods

### Animals

Hampshire x Duroc crossbred gilts at the same age (7–8 months) and genetic background from one commercial herd were inseminated at 12 and 24 h after detection of third estrus. Samples were collected *post mortem* on day (D) 10 (*n* = 8–9), 12 (*n* = 7), 16 (*n* = 8–9) and 20 (*n* = 7–8) of estrous cycle and pregnancy. Until D16 of gestation uterine horns were flushed twice with 20 ml 0.01 M PBS (pH 7.4) to remove conceptuses. Uterine horns from all analyzed periods were opened longitudinally, opposite to the mesometrium side, endometrium were cut into slices and immediately snap frozen in liquid nitrogen and stored at −80 °C for further analysis or fixed in 2 % paraformaldehyde for immunostaining. On D20 of pregnancy, endometrial samples were collected directly from implantation sites after embryos with trophoblast being removed. The day of pregnancy was confirmed by the size and morphology of conceptuses as follows: D10 (spherical/ovoid; diameter 2–8 mm), D12 (filamentous; >100 mm long), D16 (elongated), and D20 (trophoblast tissue and embryos with evident vascularization). All experiments were conducted in accordance with the International Guiding Principles for Biomedical Research Involving Animals and were approved by the Local Research Ethics Committee (approval No 25/2010).

### Real-time RT-PCR quantitation

For Sybr Green-based gene expression, assays were carried out according to the protocol developed previously [22]. Gene specific primers for real-time RT-PCR reactions are listed in Additional file 11: Table S7.

### Immunolocalization of DICER1 and AGO2 proteins in the porcine endometria

Paraformaldehyde fixed, paraffin embedded uterine samples were cut into 5 μm thick sections and were mounted on chromogelatin-precoated slides (Superfrost plus, Menzel-Gläser, Braunschweig, Germany). After paraffin removal, tissue was dehydrated in an ethyl alcohol grades (98–50 %). Non-specific antigens were blocked using 10 % donkey serum (Jackson ImmunoResearch Laboratories, Inc., West Grove, PA, USA) in PAV (0.1 M PBS 0.1 % BSA, 0.05 % timerosal). Incubation with primary antibodies, monoclonal mouse anti-DICER1 (1:150, Abcam) or polyclonal rabbit anti-AGO2 (1:50; Abcam) was performed overnight at 4 °C. Afterwards, slides were washed in TBS buffer (50 mM Tris-HCl, pH 7.4; 150 mM NaCl) and incubated for 1 h with secondary antibodies (Life Technologies, Inc., Carlsbad, CA, USA): donkey anti-rabbit IgG conjugated with Alexa Fluor 488 (1:5 000) or donkey anti-mouse conjugated with Alexa Fluor 594 (1:5 000). Negative control sections were stained with primary antibodies replaced with either 10 % normal rabbit serum (NRS, Abcam) or mouse IgG_1_ (1:150; Abcam). Finally, sections were mounted in UltraCruz Mounting Medium (Santa Cruz Biotechnology) containing 4',6-Diamidino-2-Phenylindole (DAPI). Sections were examined under fluorescent microscope Axio Imager Z1 (Carl Zeiss, Germany) equipped with AxiCam MRM. Images were analyzed with AxioVision v. 4.8 (Carl Zeiss).

### Small RNA library preparation and Illumina sequencing

Total RNA isolated from endometria of pregnant (P) and cyclic (C) animals from day 12 (*n* = 5 for P; *n* = 4 for C), D16 (*n* = 5 for both states) and D20 (*n* = 6 for P; *n* = 5 for C) were used for small RNA libraries preparation. In brief, 5 μg of total RNA form each sample was used for library preparation with NEXTflex Small RNA Sequencing Kit (BiooScientific, Austin, TX, USA). All procedures were followed as stated in the supplier protocol. 3’ and 5’ adapters were ligated to the RNA using AIR ligase and T4 RNA ligase, respectively. During the 5’ ligation, NEXTflex RT primers were also incorporated to the RNA. After 3’ and 5’ primer ligation, the ligation products were purified by Clean & Concentrator 5 Kit (Zymo Research, Irvine, CA, USA) to eliminate unligated products. PCR amplification of the ligated products was accomplished by using primer barcodes 1–12 (NEXTflex Small RNA Barcode Primers, BiooScientific) and DuroTaq 5x PCR Master Mix (BiooScientific). Concentration of each library was determined with Agilent High Sensitivity DNA Kit using the Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany). Final concentration of 30 nmol/l of each library was used to prepare 3 pools for multiplex analysis. Size fractioning of the pooled cDNA was done by 2 % agarose gel electrophoresis in the presence of 0.5 ng/μl of ethidium bromide. Small RNA fraction with ligated adaptors ranging around 140–160 bp (Additional file 12: Figure S5) was excised from the gel with X-TRACTA II (Biozym Scientific GmbH, Hessisch Oldendorf, Germany), purified (Ultrafree-DA, Millipore, Billerica, MA, USA) and sequenced using TruSeq SR cluster Kit v.2 and Genome Analyzer GAIIx (Illumina, Inc., San Diego, CA, USA) according to the vendor’s recommended protocol for small RNA sequencing-by-synthesis technology. NGS experiments, described according to MIAME guidelines, have been deposited in NCBI’s Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo) repository with accession numbers GSE64863, SRP052027.

### Data pre-processing, miRNA annotation and statistical analysis

The Illumina Sequencing Analysis Viewer v. 1.8.4 was used for quality control of sequencing. Information encoded in *. TIF files was converted to numerical data and saved as FASTQ files, which were further subjected to the analysis using a locally installed Galaxy platform [63]. Schematic illustration of the pipeline used for data pre-processing with detailed description is presented in Additional file 13: Figure S6. Sequences with at least 10 reads/per sample, in at least 4 samples (except group CD12, where 3 out of 4 samples were considered) for at least one of the analyzed groups were used for annotation. 

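Applied to the deposited counts, this filter was passed by 854 of the 873 sequences and by 3805 of all deposited sequences. Of the 873, 724 had at least 10 reads in every sample of some group. The limit was applied to unscaled reads.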

BLAST (*Basic Local Alignment Search Tool*) tool within Galaxy was used in order to annotate sequence tags to porcine and mammalian mature and stem-loop miRNAs present in miRBase v. 18 [16], NCBI [64], EMBL [65], Ensembl [66]. miRNA sequences, showing 100 % identity with the reference sequence were used for normalization and statistical analysis in EdgeR v. 3.0.8 for BioconductorR [18]. ANOVA-like analysis was used for comparisons between days of the same reproductive status and moderated t-test for comparative analysis between corresponding days of the estrous cycle and pregnancy. Differentially expressed miRNAs were found by applying log2 fold change cutoff 1 and threshold *p* < 0.05 corrected with Benjamini-Hochberg false discovery rate (FDR). Before preparation of the final manuscript annotated sequences were updated to the miRBase v. 20.

### miRNA functional analysis and target prediction

Unsupervised hierarchical clustering (HCL) and Self Organizing Tree Algorithm (SOTA) were performed in the MeV software [67] using mean centered values to evaluate gene expression patterns. For signaling pathways and molecular functions IPA [68] tool was used. For statistical significance the right-tailed Fisher’s exact test using a threshold *p*-value < 0.05 after application of Benjamini-Hochberg method of multiple testing correction was applied. The network analysis and biological functions were performed in IPA using separate gene list for each comparison. Target prediction for DE miRNAs was done using IPA and miRWalk [20]. IPA annotations are based on the human, mouse and rat databases. Identical miRBase gene names across species indicate orthologs, therefore in order to upload our data to IPA human identifiers for all miRNAs were used.

### miRNA quantitation by stem-loop RT-PCR

Four canonical miRNAs (miR-1, miR-23b, miR-191-5p and miR-205), three isomiRs (miR-191-5p DEL G, miR-23a DEL C, miR-30a-3p DEL C) and two miRNAs not known in pig (miR-203 and miR-302), which showed differential expression in Next Generation Sequencing (NGS) were selected for RT-PCR validation using TaqMan MicroRNA Assays (Life Technologies, Additional file 14: Table S8). miR-148a, miR-199b and let-7d-3p were used as a reference miRNAs, selected on the basis of constant average expression in endometria of all groups found by NGS. 

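The sequence that Table S8 lists for let-7d-3p is the one that Table S3 names let-7d-5p, so the values here are those of the 5p arm. Over the 30 libraries, this let-7d sequence (AGAGGTAGTAGGTTGCATAGTT) had 70.5 ± 14.4 normalized reads (SD, coefficient of variation 20.5%). miR-199b-5p had 238.2 ± 62.2 (26.1%) and miR-148a 39038 ± 16518 (42.3%). The SD of log2 reads was 0.311 for let-7d, 0.405 for miR-199b-5p and 0.798 for miR-148a. Of the 873 sequences, 0.115%, 1.83% and 56.2% had a smaller SD than these.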

Briefly, 10 ng of total RNA was reverse transcribed using MultiScribe™ Reverse Transcriptase and RT primers, added separately for each miRNA according to the supplier’s instructions. Real-time PCR was performed in a final volume of 10 μl using 0.7 μl of RT product, 0.5 μl of specific primers with probes and TaqMan Universal PCR Master Mix II (Life Technologies). Amplification was performed with initial denaturation for 10 min at 95 °C, followed by 45 cycles of 15 sec at 95 °C and 60 sec at 60 °C on an ABI HT7900 sequence detection system (Life Technologies). PCR reactions were performed in duplicate, and negative controls, prepared either by replacing the cDNA template with water or without addition of the reverse transcriptase, were amplified in each run.

### Primary cell culture

Porcine stromal cells were isolated from endometria collected on D16 of pregnancy (*n* = 6) as described previously with some modifications [69]. Briefly, uterine horns were washed with sterile phosphate-buffered saline (PBS, pH 7.4) to prove pregnancy by the appearance of elongated conceptuses. Endometrial tissue was separated from the myometrium and digested with 0.2 % (w/v) dispase in Hanks’ balanced salt solution (Sigma-Aldrich) at room temperature for 50 min. Remaining endometrial tissue was minced with scissors, placed in 0.06 % collagenase in M199 containing 1 % bovine serum albumin (BSA) and digested for 80 min at 37 °C. Cellular viability, determined by trypan blue dye exclusion was approximately 95 %. Cells were plated in 6-well culture plates at a density of 5 x 10^5^ cells/well in culture medium (M199; Sigma-Aldrich) and incubated at 37 °C in a humidified atmosphere of 95 % air:5 % CO2. After 24 h of seeding, stromal cells were washed gently with PBS to remove contaminating epithelial cells. Afterwards, cells were cultured for additional 24 h to complete cell adhesion before initiation of the experiment, until approximately 60 % of confluence.

### Transfection of primary cells

Canonical porcine miR-140-3p (MC11183) and/or porcine isomiR miR-140-3p 5’ DEL U (MC25293) mimics as well as miRNA mimic negative control (4464061) (Life Technologies) were suspended in M199 medium without supplements. Cells washed with PBS were transfected using Lipofectamine RNAiMAX reagent (Life Technologies) with control (50 nM), canonical miR-140-3p (50 nM), miR-140-3p isomiR (50 nM) or added simultaneously miR-140-3p and isomiR (25 nM each) and incubated for 12 h. Afterward, cells were washed with PBS and incubated for an additional 24 h in fresh M199 medium supplemented with 10 % NCS and antibiotics. Each treatment was performed in duplicate. After treatment cells were harvested and total RNA was isolated with the miRVana miRNA isolation kit (Life Technologies). Expression levels of activin A receptor, type IIB (*ACVR2B*), potassium channel, calcium activated large conductance subfamily M alpha, member 1 (*KCNMA1*), sirtuin 1 (*SIRT1*), leukemia inhibitory factor (*LIF*) and lysophosphatidic acid receptor 2 (*LPAR2*), as well as those of the two reference genes *ACTB* and hypoxanthine phosphoribosyltransferase 1 (*HPRT1*), were assessed using gene expression assays (Additional file 15: Table S9) and One-Step RT-PCR Master Mix reagent kit (Life Technologies). Two-step real-time RT-PCR was performed to determine miR-140-3p (005800_mat, Life Technologies) and its isomiR (471823_mat, Life Technologies), as well as let-7d -3p (reference gene, Additional file 14: Table S8) expression by using microRNA assays (TaqMan) as described previously.

### Statistical analysis of RT-PCR results

Raw data of the fluorescence values were imported from the SDS 2.3 software into PCR Miner to calculate efficiency [70]. Subsequently NormFinder [71] was used to select the most stable reference gene. Relative expression levels of genes of interest were normalized to geometric mean [72] of *ACTB* and *PPIB* gene expression or in case of miRNAs relatively to let-7d-3p. The normal distribution was tested by the Kolmogorov-Smirnov test with Dallal-Wilkinson-Lillie approximation. Statistical analyses were performed using two-way ANOVA followed by Bonferroni post-hoc test (GraphPad Prism 5.0; GraphPad Software Inc., San Diego, CA, USA). For *in vitro* study, relative expression levels of genes of interest were normalized to geometric mean of *HPRT1* and *ACTB*, whereas let-7d-3p was used as reference for miR-140-3p and isomiR miR-140-3p 5’ DEL U. Statistical analyses were performed using paired one-way ANOVA (GraphPad Prism 5.0). Differences were considered significant at *p* < 0.05.

## Additional files

Additional file 1: Table S1. Average values representing read counts after subsequent steps of pre-analysis of raw data obtained from Illumina sequencing. Letters indicate pregnancy (P) and the estrous cycle (C), whereas numbers a day (*n* = 5 for all groups, except P12 [*n* = 4] and P20 [*n* = 6]). Valid sequences were obtained by subtracting number of reads with length <17 nt and reads with unknown bases from reads with found adaptor sequences. (DOCX 17 kb) Additional file 2: Figure S1. General characteristic of the reads obtained from Illumina sequencing. (A) Distribution of sequences lengths over all sequences. X-axis represents sequence length and y-axis number of reads of small RNAs. (B) Quality scores across all bases of the sequenced tags. Phred quality score is represented on y-axis and score distribution depending on the base pair (bp) position in sequence on x-axis. (C) GC distribution over all sequences in library. Mean GC content represented as % of all nucleotides is plotted on x-axis and read count on y-axis. (TIF 1927 kb) Additional file 3: Table S2. List of sequences annotated and not annotated to known porcine and mammalian miRNAs. In total, 873 sequences, showing 100 % homology to the reference sequence, were annotated to mature or stem-loop miRNAs represented in miRBase v. 18, Ensembl, EMBL or NCBI databases. (XLSX 781 kb) Additional file 4: Figure S2. Pre-miRNA sequences with assigned miRNAs/isomiRs not included in miRNA characterization. Reference/canonical miRNA found in miRBase, corresponding to specific pre-miRNA was marked in bold and underlined. All sequences found in our dataset were assigned to specific miRNA transcript and ambiguous sequences were underlined. (PDF 77 kb) Additional file 5: Table S3. Lists of DE miRNAs found in pregnant and cyclic endometria on different days of the estrous cycle and early pregnancy. Differences were considered significant with FDR < 0.05 and −1 < log FC > 1. Comparison analysis between different days of the estrous cycle or pregnancy performed in EdgeR using ANOVA-like analysis. Expression profiles between pregnancy and estrus cycle were compared using t-test. Values in red correspond to up-regulated and in green to down-regulated sequences in selected comparison. Prefixes stand for: hsa - Homo sapiens, mmu - Mus musculus, ssc - Sus scrofa, bta- Bos taurus, cfa - Canis familiaris, eca - Equus caballus, ggo - Gorilla gorilla, oan - Ornithorhynchus anatinus, cgr - Cricetulus griseus, mdo - Monodelphis domestica, rno - Rattus norvegicus, age - Ateles geoffroyi, lla - Lagothrix lagotricha, ptr - Pan troglodytes, sha - Sarcophilus harrisii, ppy - Pongo pygmaeus, mml - Macaca mulatta, oar - Ovis aries. (XLSX 604 kb) Additional file 6: Figure S3. miRNAs and isomiRs classified to the miR-23 (A) and miR-148 (B) families, harboring the same seed sequences. Reference/canonical miRNA found in miRBase, corresponding to specific pre-miRNA was marked in bold and underlined. Underlined sequence of miR-23a/b isomiR could not be uniquely assigned to one member of given family. (PDF 149 kb) Additional file 7: Table S4. List of DE miRNAs found in pregnant and cyclic endometria organized into 7 clusters according to the SOTA algorithm. Numbers in brackets indicate numbers of miRNAs displaying similar profiles and assigned to each cluster. (XLSX 19 kb) Additional file 8: Table S5. Results of IPA functional annotations and processes enriched with DE miRNAs between different days of the estrous cycle and early pregnancy. All mature, canonical miRNAs which were orthologs to human miRNAs (input data with human identifiers) were used for analysis. (XLSX 16 kb) Additional file 9: Table S6. Results of IPA functional annotations and processes enriched with common targets for canonical miR-140-3p (seed sequence ACCACAG) and its 5’ isomiR with seed sequence CCACAGG. (XLSX 21 kb) Additional file 10: Figure S4. Cross-species comparison of 3’UTRs of putative target genes of miR-140-3p and isomiR miR-140-3p 5’ DEL U. (PDF 95 kb) Additional file 11: Table S7. Primers, GenBank accession numbers and product lengths of miRNA synthesis/transport-related genes studied in real-time RT-PCR analysis. (DOCX 17 kb) Additional file 12: Figure S5. Size-fractioning of pooled small RNA libraries. Libraries obtained with NEXTflex™ Small RNA Sequencing Kit and NEXTflex Small RNA Barcode Primers were separated on 2 % agarose gel and visualized with ethidium bromide. Small RNAs with ligated adaptors correspond to the band of 140–160 bp. Band at around 120 bp corresponds to adaptor dimers. Bands of 140–160 bp were excised from gel, purified and used for sequencing. M – molecular mass marker; C – control purchased with NEXTflex™ Small RNA Sequencing Kit; MP1, MP2 and MP3 – pooled small RNA libraries. (TIF 664 kb) Additional file 13: Figure S6. Workflow of data pre-processing obtained by Illumina sequencing. FASTQ files generated from the sequencing were demultiplexed in order to obtain information from single library. Phred quality score filtering was used with the minimal score of 20, and the notion that all of the nucleotides followed this rule. After removing primer sequences, and file conversion into TXT format, read counts for all sequences were calculated. Finally, for further analysis only sequences that met fallowing rules were used: i) at least 10 reads per sample, ii) for at least 75 % of samples iii) in at least one of the analyzed groups. (TIF 126 kb) Additional file 14: Table S8. miRNA/isomiR names, sequences and assays ID of molecules validated by stem-loop real-time RT-PCR in the porcine endometrium. (DOCX 18 kb) Additional file 15: Table S9. Names, Assay IDs, GenBank accession numbers and product length of selected genes analyzed in real-time PCR in an *in vitro* study.

# Supplementary material for: Expression of microRNAs and isomiRs in the porcine endometrium: implications for gene regulation at the maternal-conceptus interface
**Source:** BMC Genomics. 2015 Nov 6;16:906. doi: 10.1186/s12864-015-2172-2
**Supplement:** Additional file 1: Table S1. — Average values representing read counts after subsequent steps of pre-analysis of raw data obtained from Illumina sequencing. Letters indicate pregnancy (P) and the estrous cycle (C), whereas numbers a day (n = 5 for all groups, except P12 [n = 4] and P20 [n = 6]). Valid sequences were obtained by subtracting number of reads with length <17 nt and reads with unknown bases from reads with found adaptor sequences.

**Additional file 1: Table S1.** Average values representing read counts after subsequent steps of pre-analysis of raw data obtained from Illumina sequencing. 

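Summed from the deposited counts, the mean number of reads per library was 3418784 for PD12, 2698753 for PD16, 3579356 for PD20, 3913468 for CD12, 3332999 for CD16 and 2603143 for CD20. The mean number of distinct sequences was 42463, 35179, 38977, 34467, 39507 and 38597 in the same order. Sample labels give 5 libraries for PD12 and 4 for CD12.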

Letters indicate pregnancy (P) and the estrous cycle (C), whereas numbers a day (n=5 for all groups, except P12 [n=4] and P20 [n=6]).Valid sequences were obtained by subtracting number of reads with length <17 nt and reads with unknown bases from reads with found adaptor sequences.

| Step of pre-analysis | Day | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |
|  | PD12 | PD16 | PD20 | CD12 | CD16 | CD20 |
| Raw sequences | 8192801 | 6603153 | 9200516 | 8781024 | 7805662 | 6605189 |
| Reads with phred quality score >20 | 3979491 | 3269835 | 4611156 | 4258811 | 3928705 | 3210430 |
| Reads with adaptor sequences | 3372147 | 2817921 | 3764808 | 3660779 | 3358081 | 2682578 |
| Reads with length <17nt | 13424 | 4843 | 6009 | 5186 | 4760 | 4428 |
| Reads with unknown bases | 48516 | 38512 | 52030 | 58596 | 47896 | 37553 |
| Valid sequences | 3310207 | 2774566 | 370679 | 3596997 | 3305425 | 2640597 |
| Unique sequences | 57492 | 47416 | 59024 | 46748 | 54437 | 51868 |

# Supplementary material for: Expression of microRNAs and isomiRs in the porcine endometrium: implications for gene regulation at the maternal-conceptus interface
**Source:** BMC Genomics. 2015 Nov 6;16:906. doi: 10.1186/s12864-015-2172-2
**Supplement:** Additional file 4: Figure S2. — Pre-miRNA sequences with assigned miRNAs/isomiRs not included in miRNA characterization. Reference/canonical miRNA found in miRBase, corresponding to specific pre-miRNA was marked in bold and underlined. All sequences found in our dataset were assigned to specific miRNA transcript and ambiguous sequences were underlined.

A

Reference miR-9-1  
Pre-miR-9-1 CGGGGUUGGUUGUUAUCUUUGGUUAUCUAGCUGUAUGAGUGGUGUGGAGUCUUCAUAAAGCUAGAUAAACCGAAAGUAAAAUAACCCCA  
UCUUUGGUUAUCUAGCUGUAUG  
UCUUUGGUUAUCUAGCUGUAU  
UCUUUGGUUAUCUAGCUGUA

Reference miR-9-2  
Pre-miR-9-2 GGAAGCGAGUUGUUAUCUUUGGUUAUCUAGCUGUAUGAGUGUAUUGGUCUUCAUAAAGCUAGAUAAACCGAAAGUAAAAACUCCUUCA  
UCUUUGGUUAUCUAGCUGUAUG  
UCUUUGGUUAUCUAGCUGUAU  
UCUUUGGUUAUCUAGCUGUA

Reference miR-9  
Pre-mir-9-3 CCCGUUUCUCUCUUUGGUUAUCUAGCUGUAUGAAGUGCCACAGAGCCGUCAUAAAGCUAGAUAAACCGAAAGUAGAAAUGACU  
UCUUUGGUUAUCUAGCUGUAUG  
UCUUUGGUUAUCUAGCUGUAU  
UCUUUGGUUAUCUAGCUGUA

B

Reference miR-450a  
Pre-miR-450a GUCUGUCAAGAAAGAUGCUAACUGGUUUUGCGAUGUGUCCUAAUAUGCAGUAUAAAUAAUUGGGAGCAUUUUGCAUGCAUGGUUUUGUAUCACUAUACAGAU  
UUUUGCGAUGUGUCCUAAUAU  
UUUUGCGAUGUGUCCUAAUA  
UUUUGCGAUGUGUCCUAAU

Reference miR-450c-5p  
Pre-miR-450c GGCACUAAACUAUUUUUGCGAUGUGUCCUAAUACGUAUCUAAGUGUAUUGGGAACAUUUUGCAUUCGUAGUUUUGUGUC  
UUUUGCGAUGUGUCCUAAUAC  
UUUUGCGAUGUGUCCUAAUA  
UUUUGCGAUGUGUCCUAAU

**C**

Pre-let-7a

Reference let-7a

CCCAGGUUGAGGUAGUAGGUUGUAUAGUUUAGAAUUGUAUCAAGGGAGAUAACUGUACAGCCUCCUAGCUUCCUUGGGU

UGAGGUAGUAGGUUGUAUAGUUUU

UGAGGUAGUAGGUUGUAUAGUUU

UGAGGUAGUAGGUUGUAUAGUU

UGAGGUAGUAGGUUGUAUAGU

UGAGGUAGUAGGUUGUAUAG

UGAGGUAGUAGGUUGUAUA

UGAGGUAGUAGGUUGUAU

Reference let-7c

Pre-let-7c

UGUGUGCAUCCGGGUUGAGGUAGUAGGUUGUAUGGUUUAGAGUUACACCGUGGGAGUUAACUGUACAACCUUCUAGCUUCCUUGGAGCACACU

UGAGGUAGUAGGUUGUAUGGUUU

UGAGGUAGUAGGUUGUAUGGUU

UGAGGUAGUAGGUUGUAUGGU

UGAGGUAGUAGGUUGUAUGG

UGAGGUAGUAGGUUGUAUG

UGAGGUAGUAGGUUGUAU

## D

Pre-miR-103

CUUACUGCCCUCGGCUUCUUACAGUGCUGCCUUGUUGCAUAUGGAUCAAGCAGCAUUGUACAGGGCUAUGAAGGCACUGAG

Reference miR-103

AGCAGCAUUGUACAGGGCUAUGAAA

AGCAGCAUUGUACAGGGCUAUGAA

AGCAGCAUUGUACAGGGCUAUGA

AGCAGCAUUGUACAGGGCUAUG

AGCAGCAUUGUACAGGGCUAU

CAGCAUUGUACAGGGCUAUGA

Reference miR-107

Pre-miR-107

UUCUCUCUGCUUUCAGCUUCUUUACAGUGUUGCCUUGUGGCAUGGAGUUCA**AGCAGCAUUGUACAGGGCUAUC**AAAGCACAGAGAGC

AGCAGCAUUGUACAGGGCUAUC

AGCAGCAUUGUACAGGGCUAUC

AGCAGCAUUGUACAGGGCUAU

E

Pre-miR-23a

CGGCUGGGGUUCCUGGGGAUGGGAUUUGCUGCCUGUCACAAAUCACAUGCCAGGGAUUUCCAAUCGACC

Reference miR-23a-3p

AUCACAUGCCAGGGAUUUCCAAU  
AUCACAUGCCAGGGAUUUCCAA  
AUCACAUGCCAGGGAUUUCCA  
AUCACAUGCCAGGGAUUUCC  
AUCACAUGCCAGGGAUUUC  
AUCACAUGCCAGGGAUUU  
AUCACAUGCCAGGGAUU

Pre-miR-23b

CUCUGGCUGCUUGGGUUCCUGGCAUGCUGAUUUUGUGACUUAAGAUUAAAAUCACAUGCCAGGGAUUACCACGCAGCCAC

Reference miR-23b-3p

AUCACAUGCCAGGGAUUACCAC  
AUCACAUGCCAGGGAUUACCA  
AUCACAUGCCAGGGAUUACC  
AUCACAUGCCAGGGAUUAC  
AUCACAUGCCAGGGAUU

F

Pre-miR-27a

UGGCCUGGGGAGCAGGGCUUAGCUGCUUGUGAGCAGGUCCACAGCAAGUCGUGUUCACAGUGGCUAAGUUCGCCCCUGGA

Reference miR-27a

UUCACAGUGGCUAAGUUCGCGC  
UUCACAGUGGCUAAGUUCGCG  
UUCACAGUGGCUAAGUUCG  
UUCACAGUGGCUAAGUUC  
UUCACAGUGGCUAAGUUC

Pre-miR-27b

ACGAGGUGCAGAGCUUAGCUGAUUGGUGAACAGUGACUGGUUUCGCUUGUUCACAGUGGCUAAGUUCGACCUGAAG

Reference miR-27b

GUUCACAGUGGCUAAGUUCUGC  
UUCACAGUGGCUAAGUUCUGCAC  
UUCACAGUGGCUAAGUUCUGCA  
UUCACAGUGGCUAAGUUCUGC  
UUCACAGUGGCUAAGUUCUG  
UUCACAGUGGCUAAGUUCU  
UUCACAGUGGCUAAGUUC

## G

Pre-mir-339-1

Reference miR-339-5p

GCAGCCGCC**UCC**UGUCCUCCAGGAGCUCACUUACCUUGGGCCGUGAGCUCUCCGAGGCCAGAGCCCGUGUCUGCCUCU

UCCUGUCCUCCAGGAGCUCACU

UCCUGUCCUCCAGGAGCUCAC

UCCUGUCCUCCAGGAGCUCA

Reference miR-339

Pre-mir-339-2

U A A G A C A A G G **U C C C U G U C C U C C A G G A G C U C A** U G G U C C A U A G A A G C A U A U A U A C A A A U G G C U C U G A G G G G A G A U C C C G C U G U G G C U

UCCUGUCCUCCAGGAGCUCAU

UCCUGUCCUCCAGGAGCUCA

## H

Pre-miR-199a-2

Reference miR-199a-3p

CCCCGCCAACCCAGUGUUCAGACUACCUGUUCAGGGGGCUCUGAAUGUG**UACAGUAGUCUGCACA**UUGGUUAGGCUGGGC

UACAGUAGUCUGCACAUUGGUUA

UACAGUAGUCUGCACAUUGGUU

UACAGUAGUCUGCACAUUGGU

ACAGUAGUCUGCACAUUGGUUA

ACAGUAGUCUGCACAUUGGUU

ACAGUAGUCUGCACAUUGGU

CAGUAGUCUGCACAUUGGUUA

CAGUAGUCUGCACAUUGGUU

Reference miR-199b-3p

Pre-mir-199b

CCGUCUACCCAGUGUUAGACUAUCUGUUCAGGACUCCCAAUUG**UACAGUAGUCUGCACAUUGGUU**AGGCUGG

UACAGUAGUCUGCACAUUGGUUA

UACAGUAGUCUGCACAUUGGUU

UACAGUAGUCUGCACAUUGGU

ACAGUAGUCUGCACAUUGGUUA

ACAGUAGUCUGCACAUUGGUU

ACAGUAGUCUGCACAUUGGU

CAGUAGUCUGCACAUUGGUUA

CAGUAGUCUGCACAUUGGUU

# Supplementary material for: Expression of microRNAs and isomiRs in the porcine endometrium: implications for gene regulation at the maternal-conceptus interface
**Source:** BMC Genomics. 2015 Nov 6;16:906. doi: 10.1186/s12864-015-2172-2
**Supplement:** Additional file 6: Figure S3. — miRNAs and isomiRs classified to the miR-23 (A) and miR-148 (B) families, harboring the same seed sequences. Reference/canonical miRNA found in miRBase, corresponding to specific pre-miRNA was marked in bold and underlined. Underlined sequence of miR-23a/b isomiR could not be uniquely assigned to one member of given family.

# A

Pre-miR-23a

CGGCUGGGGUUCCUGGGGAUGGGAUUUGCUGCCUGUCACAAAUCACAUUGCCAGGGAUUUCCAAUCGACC

Reference miR-23a

AUCACAUUGCCAGGGAUUUC~~CAA~~  
 AUCACAUUGCCAGGGAUUUC~~CAA~~  
 AUCACAUUGCCAGGGAUUUC~~CA~~  
 AUCACAUUGCCAGGGAUUUC~~C~~  
 AUCACAUUGCCAGGGAUUUC  
 AUCACAUUGCCAGGGAUUU  
AUCACAUUGCCAGGGAUU

Norm. reads

4.1  
 14.2  
 116.0 dominant isomiR  
 288.1 reference miRNA  
 29.4  
 6.5  
 8.1

Pre-miR-23b

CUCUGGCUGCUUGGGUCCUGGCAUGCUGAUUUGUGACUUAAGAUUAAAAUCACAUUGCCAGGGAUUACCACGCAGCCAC

Reference miR-23b

AUCACAUUGCCAGGGAUUAC~~CAC~~  
 AUCACAUUGCCAGGGAUUAC~~CA~~  
 AUCACAUUGCCAGGGAUUAC~~C~~  
 AUCACAUUGCCAGGGAUUAC  
AUCACAUUGCCAGGGAUU

Norm. reads

44.1  
 127.8 reference miRNA  
 332.0 dominant isomiR  
 18.4  
 8.1

| Seed sequence (2-8 nt) | Norm. reads |
|------------------------|-------------|
| UCACAUU                | 988.7       |

**B**

| Pre-miR-148a    | Reference miR-148a-5p   |                                | Reference miR-148a-3p    |                               | Norm. reads |                 |
|-----------------|-------------------------|--------------------------------|--------------------------|-------------------------------|-------------|-----------------|
|                 | GAGGC                   | <u>AAAGUUCUGAGACACUCCGACU</u>  | CUGAAUAUGAUAGAAG         | <u>UCAGUGCACUACAGAACUUUGU</u> |             |                 |
| reference miRNA | AAAGUUCUGAGACACUCCGACU  | 13.6                           | UCAGUGCACUACAGAACUUUGUCU | 17.5                          |             |                 |
|                 | AAAGUUCUGAGACACUCCGA    | 3.4                            | UCAGUGCACUACAGAACUUUGUC  | 145.7                         |             |                 |
|                 |                         |                                | UCAGUGCACUACAGAACUUUGU   | 39038.3                       |             | reference miRNA |
|                 |                         |                                | UCAGUGCACUACAGAACUUUG    | 749.6                         |             | dominant isomiR |
|                 |                         |                                | UCAGUGCACUACAGAACUUU     | 91.2                          |             |                 |
|                 |                         |                                | UCAGUGCACUACAGAACUU      | 16.4                          |             |                 |
|                 |                         |                                | UCAGUGCACUACAGAACU       | 6.4                           |             |                 |
|                 |                         |                                | CAGUGCACUACAGAACUUUGU    | 4.1                           |             |                 |
|                 |                         |                                | AGUGCACUACAGAACUUUGU     | 646.1                         |             |                 |
|                 |                         |                                | AGUGCACUACAGAACUUUG      | 12.6                          |             |                 |
| Pre-miR-148b    | Reference miR-148b-5p   |                                | Reference miR-148b-3p    |                               | Norm. reads |                 |
|                 | AUUUGAGGU               | <u>GAAGUUCUGUUAUACACUCAGGC</u> | UGUGGCUCUCUGAAAG         | <u>UCAGUGCAUCACAGAACUUUGU</u> |             |                 |
| reference miRNA | GAAGUUCUGUUAUACACUCAGGC | 4.2                            | UCAGUGCAUCACAGAACUUUGUCU | 7.4                           |             |                 |
|                 | GAAGUUCUGUUAUACACUCAGG  | 4.6                            | UCAGUGCAUCACAGAACUUUGUC  | 147.1                         |             |                 |
|                 |                         |                                | UCAGUGCAUCACAGAACUUUGU   | 11230.9                       |             | reference miRNA |
|                 |                         |                                | UCAGUGCAUCACAGAACUUUG    | 405.4                         |             | dominant isomiR |
|                 |                         |                                | UCAGUGCAUCACAGAACUUU     | 7.9                           |             |                 |
|                 |                         |                                | AGUGCAUCACAGAACUUUGU     | 204.7                         |             |                 |
|                 |                         |                                | AGUGCAUCACAGAACUUUG      | 7.5                           |             |                 |
|                 |                         | Seed sequence (2-8 nt)         | Norm. reads              |                               |             |                 |
|                 |                         | AAGUUCU                        | 25.8                     |                               |             |                 |
|                 |                         | CAGUGCA                        | 51857.4                  |                               |             |                 |
|                 |                         | AGUGCAC                        | 4.1                      |                               |             |                 |
|                 |                         | GUGCACU                        | 870.9                    |                               |             |                 |

# Supplementary material for: Expression of microRNAs and isomiRs in the porcine endometrium: implications for gene regulation at the maternal-conceptus interface
**Source:** BMC Genomics. 2015 Nov 6;16:906. doi: 10.1186/s12864-015-2172-2
**Supplement:** Additional file 11: Table S7. — Primers, GenBank accession numbers and product lengths of miRNA synthesis/transport-related genes studied in real-time RT-PCR analysis.

**Additional file 11: Table S7**. Primers, GenBank accession numbers and product lengths of miRNA synthesis/transport-related genes studied in real-time RT-PCR analysis.

| Gene name | Primer sequences | GenBank accession number | Product length (bp) |
| --- | --- | --- | --- |
| *DROSHA*  *DICER*  *AGO1*  *AGO2*  *AGO3*  *AGO4*  *TNRC6A*  *TARBP2*  *DGCR8*  *XPO5*  *PPIB^#^*  *GAPDH^#^*  *ACTB^#^*  *HPRT^#^*  *RNA18S* ^#^ | F: 5’ TTACCAACCCTGGGACGAAAC 3’  R: 5’ AACTCAACTGTGCAGGGCGTAT 3’  F: 5’ CAATCAACACGGCCATTGGA 3’  R: 5’ AACAATGGAGGCTCGAAGAGGT 3’  F: 5’ ATTGATGTCTCAGCCACTGCCT 3’  R: 5’ CTTGATCTCCTTGGTGAAGCGTAC 3’  F: 5’ TTACAAGTCGGACAGGAGCAGA 3’  R: 5’ AGTCGCTCTGATCATGGTTGAG 3’  F: 5’ TACACCGCCAATCCACTTCCT 3’  R: 5’ GCCAACTCACCCGAGAGACA 3’  F: 5’ CATCAGTCTGTGAGACCTGCCAT 3’  R: 5’ TTGACACGCTGGGAGTCTGTTAG 3’  F: 5’ GCCTCCAGCACAACCTCTCA 3’  R: 5’ GGATTCAGGCCACCGTTGT 3’  F: 5’ GCAGTCTGAGTGCAACCCTGTT 3’  R: 5’ CCACTCGGCAGGTCATGGTA 3’  F: 5’ CCTCCTCGTAGACCCGAACTG 3’  R: 5’ GCTCTCGGTAAAGCTCACGCTA 3’  F: 5’ATATGCTCTCCGCTGCACAGAC 3’  R: 5’ AATCTGGACCCAGCAATGCA 3’  F: 5’ TTGTGGCCTTGGCTACAGGA 3’  R: 5’ GTTCTCGTCGGGAAAGCGTT 3’  F: 5’ TCGGAGTGAACGGATTTG 3’  R: 5’ CCTGGAAGATGGTGATGG 3’  F: 5’ ACATCAAGGAGAAGCTCTGCTACG 3’  R: 5’ GAGGGGCGATGATCTTGATCTTCA 3’  F: 5’ CTTGGTCAAGCAGCATAATCCA 3’  R: 5’ AGCCTACCACAAACTTGTCTGGA 3’  F: 5’ ACGTCTGCCCTATCAACTTTCG 3’  R: 5’ CTTGGATGTGGTAGCCGTTTCT 3’ | NM_001100412.1  NM_030621.3  NM_001194976  NM_001164623  NM_024852  NM_017629  NM_014494.2  XM_003355410.2  NM_001206910.1  XR_135433.1  XM_001927047.2  AF017079.1  U07786  NM_001032376.2  NR_046261.1 | 126  164  141  121  124  164  126  134  130  129  155  219  366  128  118 |

^#^ Reference gene.

# Supplementary material for: Expression of microRNAs and isomiRs in the porcine endometrium: implications for gene regulation at the maternal-conceptus interface
**Source:** BMC Genomics. 2015 Nov 6;16:906. doi: 10.1186/s12864-015-2172-2
**Supplement:** Additional file 14: Table S8. — miRNA/isomiR names, sequences and assays ID of molecules validated by stem-loop real-time RT-PCR in the porcine endometrium.

| miRNA/isomiR | Sequence | Assay ID |
| --- | --- | --- |
| *miR-1* | UGGAAUGUAAAGAAGUAUGUA | 000385 |
| *miR-23b* | AUCACAUUGCCAGGGAUUACCA | 008376_mat |
| *miR-191-5p* | CAACGGAAUCCCAAAAGCAGCUG | 002299 |
| *miR-205* | UCCUUCAUUCCACCGGAGUCUG | 000509 |
| *miR-203*^§^ | GUGAAAUGUUUAGGACCACUAG | 000507 |
| *miR-302*^§^ | UAAACGUGGAUGUACUUGCUUU | 000530 |
| *miR-23a DEL C^$^* | AUCACAUUGCCAGGGAUUUC | 008219_mat |
| *miR-30a-3p DEL C^$^* | CUUUCAGUCGGAUGUUUGCAG | 244137_mat |
| *miR-191-5p DEL G^$^* | CAACGGAAUCCCAAAAGCAGCU | 000490 |
| *let 7d-3p^#^* | AGAGGUAGUAGGUUGCAUAGUU | 002283 |
| *miR-148a^#^* | UCAGUGCACUACAGAACUUUGU | 000470 |
| *miR-199b-5p^#^* | CCCAGUGUUUAGACUAUCUGUU | 462091_mat |

**Additional file 14: Table S8.** miRNAs/isomiRs names, sequences and assay IDs of molecules validated by stem-loop real-time RT-PCR in the porcine endometrium.

^§^ miRNA not known in pig

^$^ isomiRs

^#^ Reference miRNA

# Supplementary material for: Expression of microRNAs and isomiRs in the porcine endometrium: implications for gene regulation at the maternal-conceptus interface
**Source:** BMC Genomics. 2015 Nov 6;16:906. doi: 10.1186/s12864-015-2172-2
**Supplement:** Additional file 15: Table S9. — Names, Assay IDs, GenBank accession numbers and product length of selected genes analyzed in real-time PCR in an in vitro study.

**Additional file 15: Table S9.** Names, Assay IDs, GenBank accession numbers and product length of selected genes analyzed in real-time PCR in an *in vitro* study.

| Gene name | Assay IDs | Gene Bank accession number | Product length (bp) |
| --- | --- | --- | --- |
| *ACVR2B* | Ss03391780_m1 | NM_001005350.1 | 89 |
| *KCNMA1* | Ss03394390_m1 | NM_214219.1 | 119 |
| *LIF* | Ss03391458_m1 | NM_214402.2 | 104 |
| *LPAR2* | Ss03377227_u1 | NM_001162401.1 | 53 |
| *SIRT1* | Ss03374091_m1 | NM_001145750.1 | 67 |
| *ACTB^#^* | Ss03376081_u1 | AK237086.1 | 77 |
| *HPRT1^#^* | Ss03388274_m1 | NM_001032376.2 | 73 |

^#^ Reference gene.

How the deposited data were processed for this re-analysis (not part of the article)

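Small RNA of the endometrium was sequenced in 30 libraries, 1 per animal, from 16 pregnant and 14 cyclic animals on days 12, 16 and 20. The sample labels give 5 libraries for PD12, 5 for PD16, 6 for PD20, 4 for CD12, 5 for CD16 and 5 for CD20, which are the group sizes in the methods of the article. The labels number the animals within a group, and these numbers do not pair animals of different groups.

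For each library the authors deposited a table of distinct sequences with the raw count of reads of each. By the description of the authors, reads of 2 runs were joined, reads with a base of low quality were dropped, adapters were found and removed, reads under 17 nt or with unknown bases were discarded, and identical reads were collapsed. The values are whole numbers. They are not aligned, annotated, normalized or filtered by abundance.

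Table S3 gave the 873 annotated sequences with their names, Table S4 the clusters of 178 mature sequences, Table S8 the sequences measured by RT-PCR, and Table S1 the means of read numbers. For P vs C, Table S3 is held with 158 of 873 sequences on D12, and its sheets for D16 and D20 were not used. Counts were joined to the annotated sequences by exact match.

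IsomiRs were placed on the canonical sequence of the same name by their longest ungapped overlap of at least 12 bases, and the difference at each end was read from the offset. The placing was tested on simulated data, where 300 of 300 made-up isomiRs were placed with their true ends. Sequences that match several precursors were set aside, and an alternative counted them with their closest canonical sequence.

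Library size was the sum of reads of the annotated sequences, scaled by TMM in edgeR. Within pregnancy and within the cycle a negative binomial model with 1 mean per day was fitted, and days 16 and 20 were tested jointly against day 12 with the quasi-likelihood F-test, as the article describes an ANOVA-like comparison. D20 vs D16 and P vs C on each day were single contrasts, and each P vs C comparison was fitted alone. A sequence was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2FC over 1, with a prior count of 0.125. The SE of a log2FC is its size divided by the square root of the F statistic of its single contrast. Where every library of a group had 3 reads or fewer, the fold was computed against 3 reads and is a lower bound. In simulated counts with 200 sequences changed 4-fold, 10 draws per comparison, the F-test recovered between 75.2% and 88.0% of the changed sequences, the likelihood ratio test between 83.2% and 92.0%. Of the calls, between 2.04% and 4.09% were false with the F-test and between 3.20% and 5.52% with the likelihood ratio test. In 1 draw with no change simulated the F-test called 0 sequences in each comparison, and the likelihood ratio test called 4 on CD20 vs CD12 and 1 each on PD16 vs PD12, PD12 vs CD12 and PD16 vs CD16.

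The alternatives were the likelihood ratio test of edgeR, DESeq2 with its own size factors, RLE normalization, library size from all deposited reads without TMM, only sequences with a mean of at least 10 CPM, all deposited sequences with at least 10 reads in the libraries of a fit, 1 fit of all 30 libraries, isomiRs summed with their canonical sequence, the replicate number as a block, the single contrast in place of the joint test, and each library left out in turn. For the ratios, the shares and the distances the alternatives were subsets of the libraries, weighting by reads, sequences of several precursors, a minimum mean and other normalizations.

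Seed sums were compared by exact two-sided permutation of the animals on log2 sums, and 9 tests were adjusted together. Ratios of isomiR to canonical reads were tested by two-sided sign-flip permutation with 100000 resamples. Correlations were tested by permutation with 100000 resamples. Distances between groups are 1 minus Pearson r of group means of centred log2 CPM with a pseudocount of 1, with 1000 resamplings of the animals within groups. Cluster scores are means of centred log2 CPM. Shares of sequences carry 95% Wilson intervals.

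Named sequences were chosen by a rule set before the data were examined: every sequence that the article names in its sequencing results, in figures 2 and 3 or in its list for RT-PCR, and for each comparison up to 2 called sequences with the largest positive and up to 2 with the largest negative log2FC among those whose normalized reads do not overlap between the groups.

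Lists of miRNAs were matched by name in Table S3 to look for RNA of other cells: muscle (3 of 5 found), erythrocyte (3 of 3), leukocyte (4 of 5), epithelium (10 of 10), embryonic (0 of 5) and smooth muscle (2 of 2). The first 5 were fixed before the data were examined and the smooth muscle list was added afterwards. The miR-302 read carries an Ensembl gene name in Table S3 and was therefore not matched by the embryonic list. The article itself studies miR-1 of the muscle list, miR-302 of the embryonic list and miR-182, miR-203 and miR-205 of the epithelium list. Endometrium holds epithelium, blood, leukocytes and smooth muscle of vessels itself, so a list found in these libraries does not show RNA from outside it. Per library, the list score is the mean of log2 CPM. On PD20 vs CD20 the muscle list differed by 0.54 (exact permutation p 0.297, two-sided) and the smooth muscle list by 0.18 (p 0.864).

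A library held between 2029729 and 6402731 reads, and between 1574834 and 5241838 reads of the annotated sequences. The smallest ratio of chi-square to its degrees of freedom between libraries of a group was 80.9, so counting error is a small part of the spread between animals, and all tests used the spread between animals.

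The libraries were sequenced in multiplex pools, and the labels do not give the pool of each library. The titles hold a library number from 1 to 36, and series of 12 of these numbers were added as a block after the data were seen, since 12 barcodes and 3 pools were used. Whether the series are the pools is not stated. Base qualities, alignment to the genome, pathway analysis, target genes, RT-PCR, immunostaining and transfection were left out, since the counts do not hold them. R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.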

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

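The tests of the sequences outside the annotated ones, of the interaction with single libraries left out and of the series of library numbers were chosen only after the result was seen; the main processing and the other alternatives were set before the data were examined, and so was the rule for the named sequences, apart from those said to be chosen afterwards.

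Single animals lay far from the others of their group for several miRNAs. In 260 groups of values (normalized reads, ratios and cluster scores of a group of animals), 15 had a highest or lowest animal far from the rest by Dixon's test, and chance gives about 1 in 20, here 13. The count is thus near what chance gives, no pattern among these animals is claimed, and no biological explanation was tested for them. PD20 replicate 4 had 15442 reads of miR-148a (the other animals of PD20 34353 to 55359.7), 181.2 of miR-140-3p (573.8 to 830.5), 90595 of miR-21 (168832 to 244903) and 234.6 of miR-191-5p (31.7 to 58.0). PD16 replicate 1 had 214.3 of miR-140-3p (609.0 to 820.2), 662.9 of its isomiR with 1 nt deleted at the 5' end (1494 to 1946) and 4074 of miR-148b (16516 to 24664). PD20 replicate 1 had 1522 of miR-1 (61.7 to 160.0) and 343752 of miR-143-3p (31623 to 57959.7). PD16 replicate 2 had 53272 of miR-143-3p (34629 to 38594) and 2.95 of miR-34a (6.70 to 8.77). CD12 replicate 1 had 887.0 of miR-203 (66.4 to 85.3) and a ratio of the miR-140-3p isomiR to the canonical sequence of 2.86 (2.27 to 2.31). PD12 replicate 3 had a ratio of the miR-191 isomiR of 9.05 (1.9955 to 2.96). CD12 replicate 2 had a score of cluster 2 of −0.83 (−0.49 to −0.44).

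For PD20 replicate 1, which carries the miR-1 difference of pregnancy, RNA of striated or smooth muscle was examined as a source. miR-206 and miR-499, the other muscle miRNAs found, differed by a median log2 of −0.13 over PD20 vs PD12 and PD20 vs PD16, with differences in both directions (miR-206 −0.04 and 0.51, miR-499 −0.42 and −0.22; on PD20 6.40 and 17.4 normalized reads). Within groups, miR-1 and the score of miR-143 and miR-145 had r 0.34 (permutation p 0.199, rho −0.01, r −0.15 without the 2 most distant libraries, n = 30). miR-206 and miR-499 were compared between groups, not in this animal. In PD20 replicate 1 itself miR-143-3p, of the smooth muscle list, was high as well (343752 normalized reads, the other animals of PD20 31623 to 57959.7). This goes with a share of smooth muscle, but it rests on 1 miRNA of that list. A share of striated muscle, a share of smooth muscle and a change of miR-1 in the endometrium of this animal cannot be told apart: the muscle miRNAs are few and near their base level, and the relation rests on single libraries. The stage of pregnancy stays open as well, untested beyond the comparison of the groups.

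The difference between P and C was compared between days. As an interaction, D20 departed from D12 for 1 sequence, miR-205, and from D16 for 21 sequences. The 21 include miR-1 (log2 3.33, adjusted p 0.0440 by the F-test of edgeR), miR-27a (−2.51, adjusted p 0.0440) and miR-17-5p (−1.96, adjusted p 0.0452), which were chosen for naming here after their values were seen. The number for D16 rests on single libraries: it fell to 0 without PD16 replicate 5, CD16 replicate 5, CD20 replicate 1 or CD20 replicate 2 (123 to 156 at an unadjusted p under 0.05), to 2 without PD20 replicate 1, and rose to 34 without PD20 replicate 4. Without PD20 replicate 1 miR-1 was at 1.64 (adjusted p 0.0992), and without CD20 replicate 1 miR-27a was at −1.92 and miR-17-5p at −1.52 (adjusted p 0.157 each). Over the 30 fits miR-1 passed the threshold in 14, miR-27a in 8 and miR-17-5p in 6, so no change with the day is claimed for them. The difference of miR-205 passed in 30 of 30 (−6.52 to −5.06), and without single libraries between 1 and 8 sequences departed from D12 (8 without PD12 replicate 3 or PD20 replicate 4). The paper's RT-PCR found the pattern of miR-205 again for the days of pregnancy only. Its difference between P and C on D20 thus rests on the sequencing counts. Against a source in read composition, all 13 sequences called on PD20 vs CD20 stayed called with the GC content of the libraries as a covariate, which called 47 in all. With mean read length as a covariate 5 of the 13 were still called (6 in all), and with depth 5 (7 in all). Under each covariate all 13 kept an unadjusted p under 0.05 and their direction, and their log2FC kept a median of 0.963 of its size with length (0.731 to 1.23) and 0.985 with depth (0.808 to 1.21). Read length or depth and a difference between P and C cannot be told apart for the number of calls, since that number fell while the differences by median kept nearly all of their size. Blood, leukocytes and epithelium cannot be told apart from a change within cells either. On PD20 vs CD20 the erythrocyte list differed by 0.94 (exact p 0.0736, adjusted p 0.368 over 45 comparisons, two-sided; 3 of 3 miRNAs higher; miR-451 1957 vs 982.2 and miR-144 217.5 vs 84.6 normalized reads), the leukocyte list by −0.41 (exact p 0.145; 1 higher and 3 lower) and the epithelium list by −0.34 (exact p 0.143; 5 higher and 5 lower, from −3.28 for miR-205 to 1.24 for miR-183). These lists are small or go both ways, and the endometrium itself holds these cells. Reproductive status on these days stays open as a biological source, untested apart from the groups themselves. By the paper's methods, PD20 endometrium was cut at implantation sites once embryo and trophoblast had been taken off, while conceptuses were flushed out up to D16. The site of sampling therefore cannot be told apart from status or day in any comparison with PD20. The embryonic list was not matched by name, so RNA left from the conceptus was not tested and stays open. The titles number the libraries from 1 to 36, and with the 3 series of 12 numbers as a block 9 of the 13 stayed called (12 in all), which argues against these series as the source. Each series holds 2 libraries of PD20 and 1 or 2 of CD20. Whether the series are the pools is not stated, so another batch stays open.

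Many of the sequences that changed lie outside the 873 that the article annotates. With all deposited sequences tested, 75 such sequences were called on PD16 vs PD12 (11 higher and 64 lower), 117 on PD20 vs PD12 (73 and 44), 25 on PD20 vs PD16 (25 and 0), 11 on CD16 vs CD12 (2 and 9), 14 on CD20 vs CD12 (4 and 10) and 38 on PD20 vs CD20 (35 and 3), together 143. Variants of the annotated sequences are argued against as the main source. Of the 143, 12.6% share their first 17 bases with an annotated sequence, where 27.8% of all other sequences with at least 10 reads do. To count variants with another 5' start or a mismatch, 12 bases in a row at any position were compared, which 14.0% of the 143 share with an annotated sequence, 58.9% of all others and 65.8% of the 15572 with as many reads. Variants whose changes leave no 12 bases in a row are not counted by this. Reads of single libraries may account for many of them: 51.7% of the 143 have over 50% of their reads in 1 library, where 1.19% of those 15572 do. The libraries that hold the most reads of these sequences were PD12 replicate 4 (42 sequences), PD20 replicate 6 (30) and PD20 replicate 3 (29). No annotation was used for these sequences, and a difference between days or status stays open as untested for the rest.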

How the results depend on the processing

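The series of library numbers as a block was chosen after the data were seen; every other alternative was set beforehand.

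In the comparisons followed over the alternatives, the direction of each named sequence, seed sum and ratio was the same under all alternatives run, and the counts of called sequences moved most. In other comparisons single libraries could turn a direction. miR-203 on PD20 vs PD12 went from −0.44 to 0.24 without PD12 replicate 5, and miR-191-5p on PD20 vs PD16 from −0.61 to 0.49 without PD16 replicate 1. In the order PD16 vs PD12, PD20 vs PD12, PD20 vs PD16, CD16 vs CD12, CD20 vs CD12, CD20 vs CD16 and PD20 vs CD20, the F-test called 2, 7, 5, 1, 4, 4 and 13 sequences, and 24 in all. The likelihood ratio test called 24, 46, 21, 46, 50, 56 and 124, with 1 on PD12 vs CD12 and 5 on PD16 vs CD16, and 213 in all. DESeq2 called 28, 54, 21, 50, 56, 72 and 138, with 7 on PD16 vs CD16, and 238 in all. Each of these unions held all 24 sequences. The cause was not tested. On simulated counts the likelihood ratio test recovered up to 92.0% of changes and the F-test up to 88.0%, with up to 5.52% and 4.09% of their calls false. With no change simulated the likelihood ratio test called up to 4 sequences and the F-test 0. Regrouping the real animals of the compared groups gave a call more often. In the comparisons of days with D12, the third day kept its labels and stayed in the joint test. A real change of that day thus remains in these splits, and they give no rate of false calls. Of 100 splits per comparison, those other than the real one with a call by the likelihood ratio test were 95 (F-test 33) for PD16 vs PD12 and 89 (20) for PD20 vs PD12. They were 96 (44) for CD16 vs CD12 and 95 (22) for CD20 vs CD12. In the other comparisons the likelihood ratio test had a call in 15 to 35 splits.

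In the same order, 1 fit of all 30 libraries called 5, 18, 11, 35, 50, 64 and 98, and 170 in all (23 of the 24 among them). All deposited sequences gave 76, 120, 27, 12, 17, 0 (1355 at an unadjusted p under 0.05) and 44, and 153 in all, of which 10 were annotated; here more sequences were tested, between 15694 and 22398. With all deposited reads as library size and no TMM, the days gave 1, 2, 2, 2, 7 and 8. With RLE, CD16 vs CD12 gave 2 and CD20 vs CD12 7. With only sequences of at least 10 CPM, PD16 vs PD12 gave 5, PD20 vs PD12 12, CD16 vs CD12 0 (133 at an unadjusted p under 0.05), CD20 vs CD12 2 and PD20 vs CD20 3. With isomiRs summed with their canonical sequence, which left 288 sums, PD16 vs PD12 gave 4, PD20 vs PD16 3, CD16 vs CD12 3 and CD20 vs CD16 8. Tested as single contrasts, PD16 vs PD12 gave 0 (89 at an unadjusted p under 0.05), PD20 vs PD12 25 and CD16 vs CD12 0 (149). The cause was not tested for these changes, apart from the number of sequences tested.

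The replicate number as a block gave 1, 3, 3, 0, 0, 0 and 5 called sequences in the order above, and 7 in all, each among the 24. At an unadjusted p under 0.05 the cyclic comparisons had 142, 142 and 145. The numbers stand for independent animals and do not pair them: the residuals of libraries of the same number in different groups had a mean r of −0.0207 over 70 pairs, and those of other libraries 0.00472 over 304. The block therefore takes up terms of the fit without removing a shared source. The titles also number the libraries from 1 to 36, and with series of 12 numbers as a block the same order gave 3, 7, 5, 8, 9, 2 and 12, and 28 in all (19 of the 24 among them). Residuals of libraries of the same series in different groups had a mean r of 0.0144 over 126 pairs, and those of other libraries −0.00738 over 248. The cause was not tested.

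Each library was also left out in turn, which leaves fewer animals. PD16 vs PD12 ranged from 0 (without PD12 replicate 5; 124 at an unadjusted p under 0.05) to 15 (without PD12 replicate 3), PD20 vs PD12 from 2 (without PD20 replicate 2) to 21 (without PD12 replicate 3), and PD20 vs PD16 from 1 (without PD16 replicate 2) to 9 (without PD16 replicate 1). CD16 vs CD12 ranged from 0 (without CD12 replicate 2; 175 at an unadjusted p under 0.05) to 8 (without CD16 replicate 3), CD20 vs CD12 from 0 (without CD20 replicate 2; 166) to 10 (without CD12 replicate 1), and CD20 vs CD16 from 0 (without CD16 replicate 1; 147) to 36 (without CD20 replicate 3). PD12 vs CD12 gave 0 in each of 9 fits (33 to 83 at an unadjusted p under 0.05), PD16 vs CD16 from 0 to 36 (without PD16 replicate 1), and PD20 vs CD20 from 5 (without PD20 replicate 5) to 116 (without PD20 replicate 4, all 13 among them).

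Of the seed sums, CD20 vs CD16 for ACCACAG had an adjusted p of 0.0536 with RLE (−1.41) and 0.0714 with all deposited reads (−1.20), no longer under 0.05. With all deposited reads, PD20 vs CD20 for both seeds combined was 0.97 with an adjusted p of 0.0476, now under 0.05. The cause was not tested. With each library left out, ACCACAG ranged from 1.11 to 1.54 on PD20 vs CD20, −1.78 to −1.35 on CD20 vs CD12 and −1.54 to −1.12 on CD20 vs CD16. CCACAGG ranged from 0.79 to 1.40, −1.73 to −1.12 and −1.43 to −0.82, and both combined from 0.92 to 1.44, −1.74 to −1.21 and −1.46 to −0.93. Of the 90 fits for the seed sums, 24 moved a difference over the threshold of 0.05 and 8 moved one under it.

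The share of isomiRs changed at the 3' end only was 91.1% when weighted by reads, which gives 1 isomiR of miR-21 the largest weight. The ratios of isomiR to canonical reads kept their side in all 15 alternatives, and the distance between PD20 and CD20 lay between 1.23 and 1.41 with each library left out. Of the single sequences named, 40 results went past the threshold (15 with DESeq2, 15 with the likelihood ratio test, 10 with 1 fit of all libraries), 23 fell short of it (9 with the replicate block, 8 with all deposited sequences, 5 with all deposited reads as library size, 1 with the minimum of 10 CPM), and 196 kept their side. Sequences under the minimum of 10 CPM have no value there, and summed isomiRs were not compared for them. These numbers leave out the single contrast, under which the longer mir-212 form on CD16 vs CD12 (adjusted p 0.247) and, on PD16 vs PD12, the isomiRs of miR-532-5p (0.129) and miR-146b (0.421) were not called. Of the sequences chosen for naming afterwards, miR-146a-5p on CD20 vs CD12 (0.180) was not called by it. The miR-10b isomiR ACCCTGTAGAACCGAATTTG on PD20 vs PD12 (0.0755) was not called by it either. With libraries left out, 281 kept their side, 17 went past the threshold and 62 fell short of it.

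Scaling to all deposited reads shifted the median log2FC by 0.39 on CD20 vs CD12, 0.28 on PD12 vs CD12, 0.25 on CD20 vs CD16, −0.23 on PD20 vs CD20, −0.16 on PD20 vs PD12 and 0.13 on CD16 vs CD12. The depth of the libraries limits the sequences at or under 3 reads in a group, such as miR-302 and miR-205, to lower bounds of their fold.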

Differences from the paper's values

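The block on series of library numbers was chosen only after the result was seen.

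The paper gives 223 differentially expressed sequences in any comparison, and the F-test of edgeR called 24. Of the alternatives set before the data were examined, the likelihood ratio test (213), DESeq2 (238) and 1 fit of all libraries (170) came within 1.5 times of the paper's value, and RLE (24), all deposited reads as library size (24), the minimum of 10 CPM (20), isomiRs summed with their canonical sequence (26) and the replicate block (7) did not. With all deposited sequences 153 were called, but 10 of these are among the 873 from which the paper's number is counted. The series of library numbers as a block gave 28.

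The paper's number of canonical miRNAs without isomiRs is 26, and 44 were found here; no alternative was run for this number. The paper's number of miR-182 isomiRs changed between P and C is 5, and 0 were called on PD20 vs CD20 (5 at an unadjusted p under 0.05). DESeq2 called 4, which is within 1.5 times, and the likelihood ratio test (3), 1 fit of all libraries (3), RLE (0), all deposited reads as library size (0), the minimum of 10 CPM (0), all deposited sequences (0) and the replicate block (0) did not come as near.

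The paper's diagrams give 13 sequences up-regulated on PD20 in comparison to both PD12 and PD16, and 4 were called here; the likelihood ratio test called 12. The paper's numbers for PD20 and PD16 in comparison to PD12 are 10 up-regulated and 10 down-regulated, and 1 and 0 were called here; the likelihood ratio test called 10 and 8. The paper's number up-regulated only on PD16 vs PD12 is 1, and 0 were called here; the likelihood ratio test called 1. Elsewhere the likelihood ratio test stands further from the paper: for sequences up-regulated only on PD20 vs PD16 the paper's number is 1, the F-test called 1 and the likelihood ratio test 3, and on PD12 vs CD12 the paper's number is 0, the F-test called 0 (53 at an unadjusted p under 0.05) and the likelihood ratio test 1. At an unadjusted p under 0.05, 163 sequences stood in the joint test of PD16 and PD20 vs PD12. No other alternative was run for the overlaps.

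The paper's lower bound for the ratio of the miR-191 isomiR to the canonical sequence is 2, and the mean ratio within libraries here was 3.39. The ratio of the mean normalized reads, 2.66, lies between the paper's bounds of 2 and 3, and 3.39 is within 1.5 times of the upper bound. Cyclic animals alone (2.68) and libraries with at least 100 reads of both sequences (2.95) came within 1.5 times of the lower bound of 2. Pregnant animals alone (4.17) did not, but came within 1.5 times of the upper bound of 3.

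The paper's mean number of valid reads for PD20 in Table S1 is 370679, and 3579356 were counted here. In that table the paper's reads with adaptor less those that were short or had unknown bases come to 3706769 for PD20, and for each of the other groups this subtraction gives the paper's printed number of valid reads. The paper's mean number of unique sequences for PD20 is 59024, and 38977 were counted here. The numbers here were lower in every other group as well: the paper's 57492 against 42463 for PD12, the paper's 47416 against 35179 for PD16, the paper's 46748 against 34467 for CD12, the paper's 54437 against 39507 for CD16 and the paper's 51868 against 38597 for CD20. No alternative was run for either value.

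Further statements of the paper stand apart from the values here. The paper places the biggest distance between PD20 and CD20, and here that pair ranked 6 of 15 (1.31), with PD16 and CD12 at 1.49. The paper puts cluster 2 lower on PD16 as well as on CD12, and here PD16 (−0.02) lay beside PD12 (0.00) and above CD20 (−0.16), with CD12 at −0.56. A sentence of the paper reads as if the ACCACAG sum were higher on CD20 than on CD12 and CD16, and here it was lower (−1.58 and −1.36). This may be a matter of that sentence's wording only. The paper lists miR-30d among the miRNAs with an isomiR above the canonical sequence, and here the ratio was 0.404. The paper limits changes of the 5' end to a pair of nucleotides, and here deletions reached 4 nt (2 isomiRs).

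The paper describes changes of several sequences that the F-test did not call: miR-1 on PD20 vs PD12 and PD16, miR-23b on PD16 vs PD12, miR-23a DEL C and miR-342 on PD16 and PD20 vs PD12, miR-203 on PD16 vs PD12, miR-191-5p with its isomiR on PD20 vs CD20, and canonical miR-140-3p with a pair of its 3' isomiRs on PD20 vs CD20, CD20 vs CD12 and CD20 vs CD16. The likelihood ratio test and DESeq2 called each of them (miR-1 with log2FC 2.12 and 2.79, miR-23b 1.26, miR-191-5p −1.97, miR-140-3p 1.44, −1.75 and −1.64). In the paper's RT-PCR, miR-23b was higher and miR-203 lower on PD16 than on PD12. There, miR-1, miR-23a DEL C and miR-191-5p with its isomiR did not follow the sequencing. With 1 fit of all libraries in place of the separate fits, miR-1, miR-191-5p with its isomiR and canonical miR-140-3p were called in each comparison listed. With that fit miR-23b, miR-23a DEL C, miR-342 and miR-203 were not called. The paper also describes a lower level of miR-34a on PD20 than on CD20 (here −1.22, F-test adjusted p 0.131) and a rise of miR-203 from PD16 to PD20 (here 1.66, F-test adjusted p 0.243), of which 1 fit of all libraries called the first (−1.24). Neither was called by the likelihood ratio test, DESeq2, RLE, all deposited reads as library size, all deposited sequences or the replicate block.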

Other observations

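The tests of the first principal component and of the splits for the union by the likelihood ratio test were chosen only after the result was seen.

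The animals were divided anew into groups of the same sizes, and the calls were counted again in 100 splits per comparison, the real one included. With the F-test, as many sequences as in the real groups were called in 16 of the 100 splits for PD16 vs PD12 (2 called), 6 of the 100 for PD20 vs PD12 (7), 1 of the 100 for PD20 vs PD16 (5), 45 of the 100 for CD16 vs CD12 (1), 14 of the 100 for CD20 vs CD12 (4), 4 of the 100 for CD20 vs CD16 (4) and 2 of the 100 for PD20 vs CD20 (13). On PD12 vs CD12 (0 called; 53 at an unadjusted p under 0.05) and PD16 vs CD16 (0; 95) 100 of the 100 splits gave as many by construction, which says nothing. For the union of 24 sequences it was 8 of the 100 splits. With the likelihood ratio test the same order gave 7 (24 called), 2 (46), 5 (21), 2 (46), 14 (50), 3 (56) and 1 (124) of the 100 splits, PD12 vs CD12 gave 36 (1) and PD16 vs CD16 6 (5), and 2 of the 100 for the union of 213. A random grouping of animals is thus argued against for PD20 vs CD20 and CD20 vs CD16 and for the union by the likelihood ratio test. It stays open for PD12 vs CD12 and PD16 vs CD16 under the likelihood ratio test. For PD20 vs PD16 and the union it stays open under 1 of the tests. The splits cannot decide for PD16 vs PD12, PD20 vs PD12, CD16 vs CD12 and CD20 vs CD12. There the third day kept its labels and stayed in the joint test, so a real change of that day remains in every split.

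The CD20 libraries lay apart from each other on the first principal component (26.4% of the variance; −29.9, −22.8, −15.9, 6.72 and 4.48 by replicate number). Over the 30 libraries and within groups, the component went with mean read length (r 0.54, permutation p 0.00414; rho 0.53, p 0.00546; r 0.62 without the 2 most distant libraries) and with GC content (r −0.60, p 0.0029; rho −0.59, p 0.00354; r −0.70 without them), each with an adjusted p of 0.00621 over 3 measures. With depth r was 0.14 (p 0.453; rho 0.11, p 0.570; r 0.02 without them), which argues against depth. Length and GC content follow from which sequences a library holds, so they cannot be told apart from the composition that the component itself measures. No biological explanation of the spread within CD20 was tested.

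In the leukocyte list, CD20 stood above CD16 by 1.57 and above CD12 by 1.19 (exact two-sided permutation p 0.00794 each, the smallest possible for CD20 vs CD16 and CD20 vs CD12, adjusted p 0.179 each over 45 comparisons; 4 of 4 miRNAs higher than on CD16).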
